# An essential regulatory function of the DnaK chaperone dictates the decision between proliferation and maintenance in *Caulobacter crescentus*

**DOI:** 10.1371/journal.pgen.1007148

**Published:** 2017-12-27

**Authors:** Frederic D. Schramm, Kristina Heinrich, Marietta Thüring, Jörg Bernhardt, Kristina Jonas

## Abstract

Hsp70 chaperones are well known for their important functions in maintaining protein homeostasis during thermal stress conditions. In many bacteria the Hsp70 homolog DnaK is also required for growth in the absence of stress. The molecular reasons underlying Hsp70 essentiality remain in most cases unclear. Here, we demonstrate that DnaK is essential in the α-proteobacterium *Caulobacter crescentus* due to its regulatory function in gene expression. Using a suppressor screen we identified mutations that allow growth in the absence of DnaK. All mutations reduced the activity of the heat shock sigma factor σ^32^, demonstrating that the DnaK-dependent inactivation of σ^32^ is a growth requirement. While most mutations occurred in the *rpoH* gene encoding σ^32^, we also identified mutations affecting σ^32^ activity or stability *in trans*, providing important new insight into the regulatory mechanisms controlling σ^32^ activity. Most notably, we describe a mutation in the ATP dependent protease HslUV that induces rapid degradation of σ^32^, and a mutation leading to increased levels of the house keeping σ^70^ that outcompete σ^32^ for binding to the RNA polymerase. We demonstrate that σ^32^ inhibits growth and that its unrestrained activity leads to an extensive reprogramming of global gene expression, resulting in upregulation of repair and maintenance functions and downregulation of the growth-promoting functions of protein translation, DNA replication and certain metabolic processes. While this re-allocation from proliferative to maintenance functions could provide an advantage during heat stress, it leads to growth defects under favorable conditions. We conclude that *Caulobacter* has co-opted the DnaK chaperone system as an essential regulator of gene expression under conditions when its folding activity is dispensable.

## Author summary

Molecular chaperones of the Hsp70 family belong to the most conserved cellular machineries throughout the tree of life. These proteins play key roles in maintaining protein homeostasis, especially under heat stress conditions. In diverse bacteria the Hsp70 homolog DnaK is essential for growth even in the absence of stress. However, the molecular mechanisms underlying the essential nature of DnaK have in most cases not been studied. We found in the α-proteobacterium *Caulobacter crescentus* that the function of DnaK as a folding catalyst is dispensable in the absence of stress. Instead, its sole essential function under such conditions is to inhibit the activity of the heat shock sigma factor σ^32^. Our findings highlight that some bacteria have co-opted chaperones as essential regulators of gene expression under conditions when their folding activity is not required. Furthermore, our work illustrates that essential genes can perform different essential functions in discrete growth conditions.

## Introduction

Hsp70 proteins play a key role in thermal stress adaptation by assisting the folding and refolding of client proteins, thereby preventing and reversing the accumulation of toxic protein aggregates [1]. In addition to this chaperoning activity these proteins can play critical roles in regulating gene expression in response to stress [2]. In *Escherichia coli* and other proteobacteria, the bacterial Hsp70 protein DnaK inhibits the heat shock sigma factor σ^32^ by binding to and targeting it for degradation by the membrane-bound protease FtsH until increasing demand for its folding function titrates the chaperone away to misfolded proteins [3–5]. Liberation of σ^32^ from DnaK in response to unfolded protein stress allows the sigma factor to associate with the RNA polymerase (RNAP) and induce expression of molecular chaperones and cellular proteases, among other physiological changes. These adaptive processes are collectively referred to as the heat shock response. Importantly, σ^32^ also induces the expression of the *dnaK* gene itself. This σ^32^-dependent upregulation of DnaK levels leads to re-sequestration of σ^32^ and a shut-down of the heat shock response through an autoregulatory loop [6–8].

DnaK function has been extensively studied in *E*. *coli*. Deletion of *dnaK* in this organism leads to cell death under heat shock conditions [9]. At intermediate and low temperatures Δ*dnaK E*. *coli* cells are viable but show growth defects [9–11]. That DnaK is dispensable under these conditions has been explained by the high degree of functional redundancy of the chaperone network and the finding that few DnaK clients are essential proteins [9,12–15]. In contrast to the situation in *E*. *coli*, DnaK is essential for growth not only at elevated temperature but also under optimal conditions in other bacterial species [16–20]. In *Mycobacterium smegmatis*, it was shown that DnaK has a non-redundant role in the folding of essential proteins and in generally maintaining protein homeostasis at both high and low temperatures and is therefore required even in the absence of stress [19]. The reasons for DnaK essentiality remain unclear in other bacteria.

Like *M*. *smegmatis*, the α-proteobacterium *Caulobacter crescentus*, which is a model organism for studying bacterial cell cycle regulation, strictly depends on DnaK at all temperature conditions [20,21]. Recent work in this organism identified a previously suggested [22] role for DnaK in controlling DNA replication [23]. It was demonstrated that depletion of DnaK induces degradation of the replication initiator DnaA through upregulation of the protease Lon as part of the heat shock response. Consequently, DnaA is cleared from DnaK-depleted cells and DNA replication initiation inhibited.

Here, we show that in *C*. *crescentus* DnaK not only impacts DNA replication but has an additional important role in maintaining cell growth under favorable conditions. Unexpectedly, depletion of DnaK does not lead to major protein aggregation in *C*. *crescentus* under non-stress conditions. By isolating mutations that permit growth of DnaK-depleted cells we demonstrate that in the absence of stress the sole essential function of DnaK is to inhibit σ^32^. We further find that efficient repression of σ^32^-dependent transcription is a growth requirement and that σ^32^ activation under conditions when DnaK is not available reprograms gene expression on a global scale leading to a re-organization of cellular activities from proliferative to cytoprotective modes.

## Results

### DnaKJ is required for maintaining growth under non-stress conditions independently of its impact on DNA replication

Depletion of the chaperone DnaK with its co-chaperone DnaJ (hereafter DnaKJ) results in growth arrest of *C*. *crescentus* and an inability to form colonies at all temperatures tested (Fig 1A). This phenotype is not growth medium-specific as no differences were observed between incubation on complex and minimal media (S1 Fig). The phenotype of cells depleted either for the main chaperone DnaK alone or its co-chaperone DnaJ mimicked the phenotype of the double depletion demonstrating that both DnaK and DnaJ are essential under the conditions tested (S1 Fig). Previous work demonstrated that DnaKJ depletion in *C*. *crescentus* leads to a strong reduction in abundance of the replication initiator DnaA culminating in a G1-arrest [23] which we hypothesized could explain the essentiality of DnaK both at optimal and lower temperatures. However, restoration of DNA replication by ectopically overproducing DnaA does not restore colony formation in DnaKJ-depleted cells (Fig 1A). This suggests that DnaKJ depletion impairs growth independently of its effect on DnaA.

**Fig 1:**
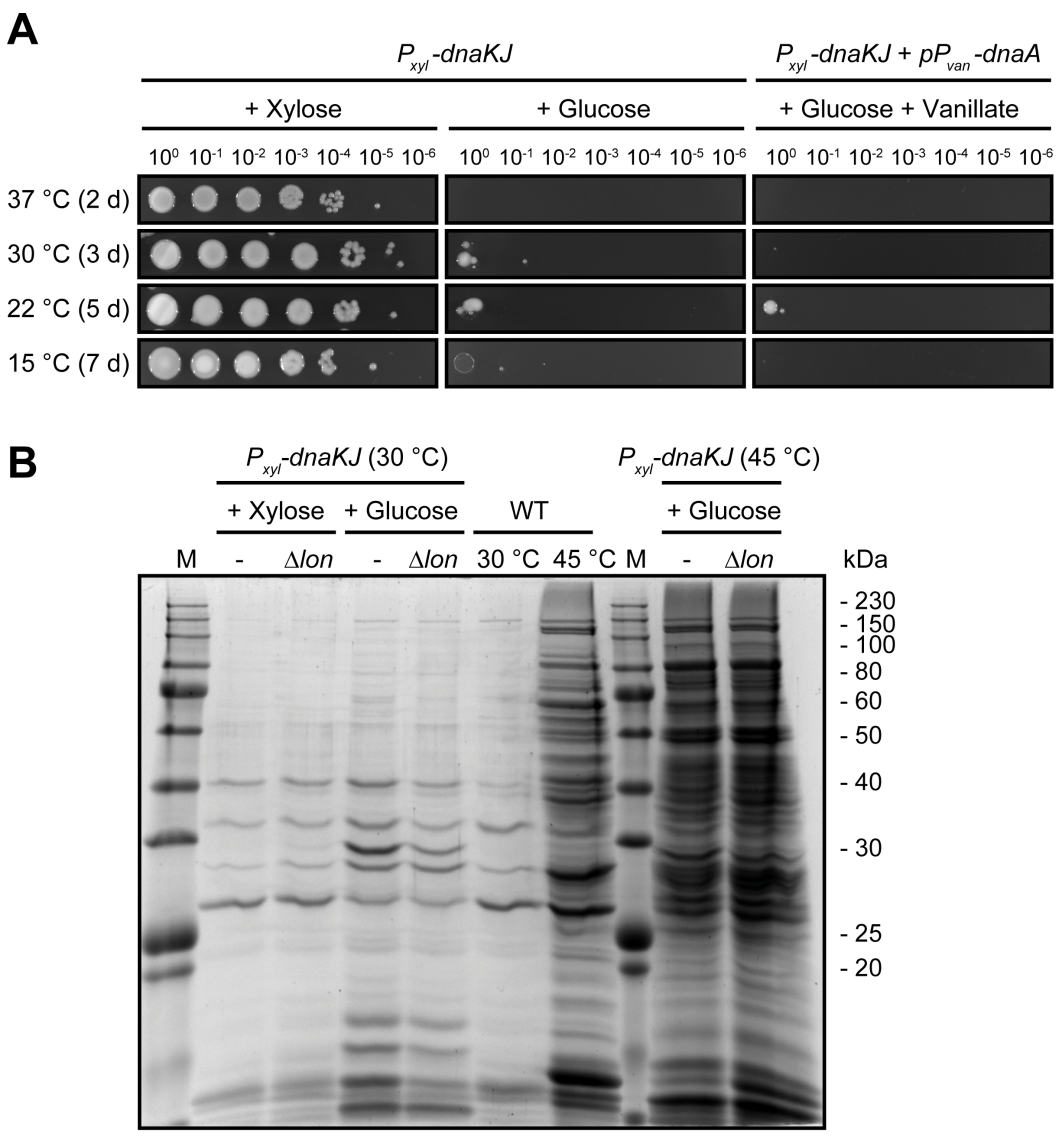
DnaKJ is required for growth under optimal conditions independently of DnaA and its function as a general folding catalyst. (A) Colony formation of a DnaKJ depletion strain in the absence or presence of vanillate-dependent *dnaA* overexpression at different growth temperatures on PYE agar plates. Depleting (+ Glucose) and non-depleting (+ Xylose) conditions are shown. See S1 Fig for additional colony formation assays. (B) Aggregation assay showing the insoluble detergent-resistant protein fractions of the wild type and the DnaKJ depletion strain. DnaKJ was depleted for 24 hours in an otherwise wild type or Δ*lon* background before aggregated proteins were isolated. Cells were either grown constantly at 30°C or incubated for 2 hours at 45°C prior to sampling.

### DnaKJ depletion at optimal temperatures does not induce a proteostasis collapse

To test if the observed DNA-replication-independent growth defect in cells lacking DnaKJ was due to a collapse of general protein homeostasis (proteostasis), we analyzed global protein aggregation by isolating the insoluble detergent-resistant fraction from cellular lysates (Fig 1B). At 30°C, the standard and optimal growth temperature of *C*. *crescentus*, DnaKJ depletion did not induce strong overall protein aggregation compared to exponentially growing non-depleted cells, both in the presence and in the absence of the protease Lon, the primary protease degrading misfolded proteins in *E*. *coli* [24]. Instead, only a small subset of protein bands appeared or increased in abundance in the aggregate fraction of cells depleted of DnaKJ at 30°C, which could correspond to a limited amount of aggregating DnaK substrates and interacting heat shock proteins that are known to be strongly upregulated after loss of DnaKJ [6,25,26]. Exposing DnaKJ depleted cells to 45°C for two hours caused clearly stronger protein aggregation compared to the wild type, demonstrating the importance of DnaK's chaperone function at high temperature. Together, these data show that DnaKJ depletion under non-stress conditions does not induce drastic protein aggregation, indicating that a proteostasis collapse is not the reason for the observed growth defect in DnaKJ-depleted cells.

### Mutations in genes encoding components of the transcriptional machinery and HslUV bypass the lethality of DnaKJ depletion

We searched for mutations that can restore growth in the absence of DnaKJ using a suppressor screen (see Material and Methods for a detailed description of the screening procedure). Mutations identified in the screen mapped to genes encoding different components of the transcriptional apparatus as well as a subunit of an ATP-dependent protease. We found five mutations in *rpoH*, the gene encoding σ^32^, one mutation in *rpoB*, which codes for the β-subunit of the RNAP, one mutation upstream of *rpoD* encoding the house keeping sigma subunit σ^70^ of the RNAP and one mutation in the *hslU* gene, which encodes the ATPase subunit of the protease HslUV (S2 Fig). The mutations in *rpoH* and *rpoB* were missense mutations leading to amino acid replacements. The mutation upstream of *rpoD* was an 11 bp-deletion, affecting the -10 region of one of the promoters. The mutation in *hslU* was a 9 bp-deletion removing three amino acids (Δ201-203HKT) in the substrate recognition domain of HslU (S2 Fig). To confirm that the suppression of growth defects observed in the clones isolated in our suppressor screen are linked to these mutations, we re-introduced them into the parental DnaKJ-depletion strain (SG400) harboring no other genetic modifications or plasmids. Re-introduction of each of these mutations restored growth in the absence of DnaKJ (Fig 2A). Based on this result, we used the strains with the re-introduced suppressor mutations in all following experiments. We assessed colony formation of these strains at different temperatures and observed that the degree of suppression was temperature-dependent and varied between the different mutants. Most notably, the *rpoH(V170A)* allele suppressed loss of DnaKJ well at 22°C and 30°C, but failed to restore colony formation at 15°C (Fig 2A). Furthermore, under non-depleting conditions this mutation prevented colony formation at 37°C, at which the parental strain and all other suppressor mutants readily form colonies (S3 Fig). All together, we isolated several mutations capable of restoring growth at the physiological temperature of 30°C in the absence of DnaKJ.

**Fig 2:**
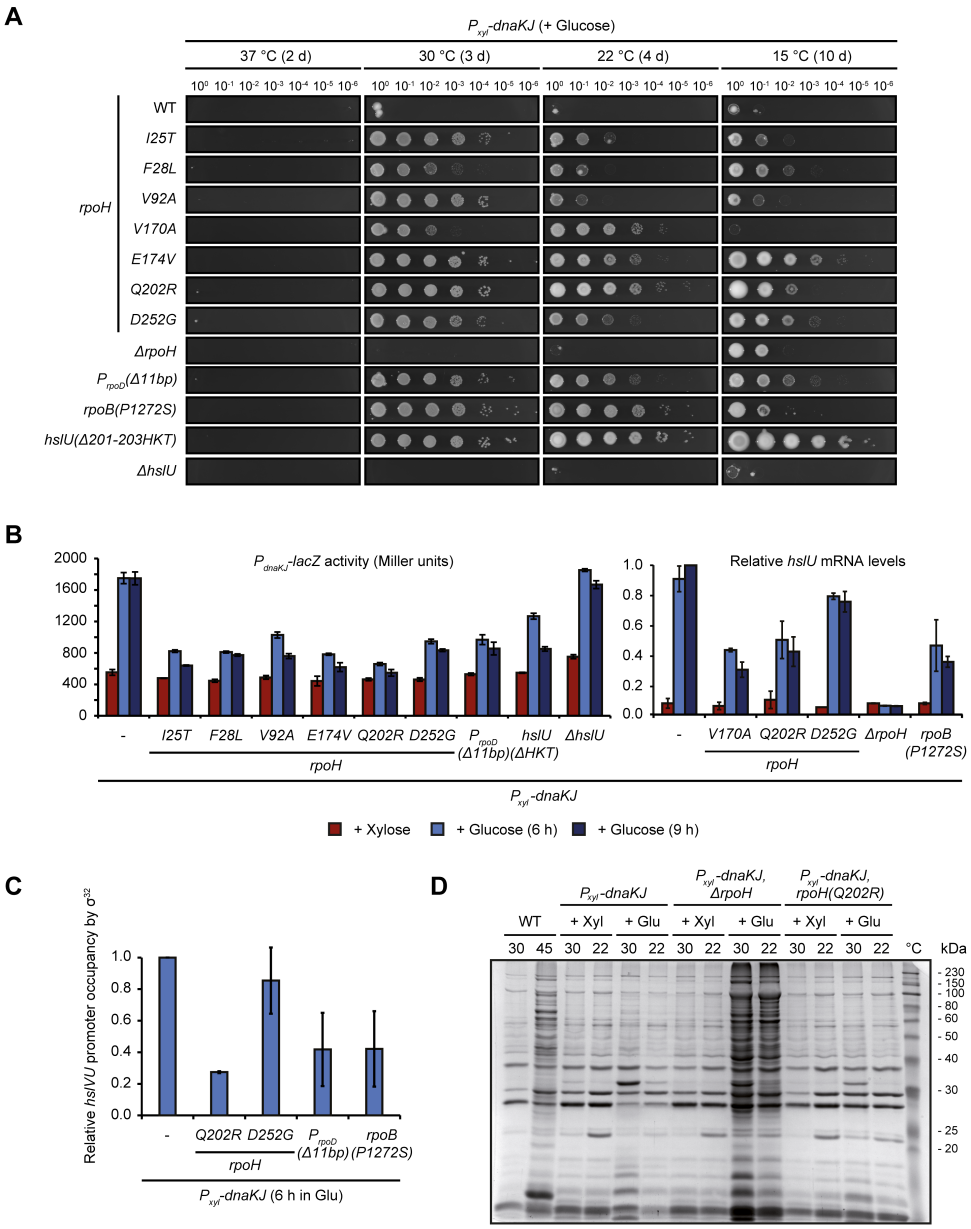
Mutations in *rpoH*, *rpoB*, *hslU* and the promoter of *rpoD* suppress the lethality of DnaKJ depletion. (A) Spot assays comparing colony formation of the parental DnaKJ depletion strain and its derivative strains harboring the re-introduced suppressor mutations as well as a *ΔrpoH* and a *ΔhslU* mutation, respectively, after incubation at 37, 30, 22 and 15°C under depleting conditions for the indicated time. See S2 Fig for illustrations showing the location of the suppressor mutations on protein domain structures and S3 Fig for spot colony formation assays under non-depleting conditions. (B) LacZ-assays monitoring σ^32^-dependent transcription from the *dnaKJ* promotor region and qRT-PCR monitoring *hslU* mRNA levels in the presence of DnaKJ and following 6 or 9 hours of depletion in different genetic backgrounds. qRT-PCR was done instead of LacZ-assays because of difficulties to transform the DnaKJ depletion strains containing *rpoH(V170A)*, *rpoB(P1272S)* and *ΔrpoH* with pDel1, the strains containing *rpoH(Q202R)* and *rpoH(D252G)* are shown for comparison. Quantifications are presented as the means of independent duplicates. Error bars represent standard deviations. (C) qChIP data presenting *hslVU* promoter occupancy by σ^32^ in different genetic backgrounds after depleting DnaKJ for six hours. Quantifications are based on two independent replicates. Error bars represent standard deviations. (D) Coomassie stained SDS-PAGE showing the insoluble detergent-resistant protein fractions of the wild type grown at 30°C or shifted to 45°C for 1 h as well as the DnaKJ depletion strain and its genetic derivatives under depleting (+ Glu) and non-depleting (+ Xyl) conditions at 30°C and 22°C. Cells were depleted for 24 h when grown at 30°C and for 48 h when grown at 22°C.

### Partial or complete loss of σ^32^ function restores growth of DnaKJ-depleted cells

Previously identified loss-of-function point mutations in *rpoH* have been shown to weaken heat shock gene induction [23,27]. Consistent with these data, all suppressor mutations we identified that mapped to *rpoH* led to reduced σ^32^-dependent gene expression following DnaKJ depletion as monitored by LacZ-assays using a *P*_*dnaKJ*_*-lacZ* reporter plasmid [28] or, in strains that exhibited difficulties maintaining the plasmid, by quantifying mRNA levels of the σ^32^-controlled *hslU* gene (Fig 2B). Western blot analysis after nine hours of DnaKJ-depletion revealed no significant differences between σ^32^-levels in the wild type background and strains harboring the different *rpoH* alleles (S4 Fig), suggesting these mutations reduce transcriptional activity rather than protein stability. In accordance with this, quantitative chromatin immunoprecipitation (qChIP) experiments with two of the σ^32^ mutants, σ^32^(Q202R) and σ^32^(D252G), showed a decrease in σ^32^ occupancy of the *hslVU* operon promoter after six hours of DnaKJ-depletion (Fig 2C).

We wondered if complete absence of σ^32^ could also suppress the lack of DnaKJ, and deleted the *rpoH* gene from the DnaKJ depletion strain. Under non-depleting conditions this strain formed colonies at intermediate (30°C and 22°C) and low temperatures (15°C), but not at 37°C, similar to the strain harboring the V170A mutation in *rpoH* (S3 Fig). Spot assays showed that at 15°C the *rpoH* deletion strain indeed suppressed the lethal effect of the DnaKJ depletion (Fig 2A). However, unlike the *rpoH* suppressor mutations, deletion of *rpoH* did not allow growth at 30°C or 22°C, even though the block in DNA replication after loss of DnaKJ was alleviated (S5 Fig). Given the complete absence of heat shock response induction in this strain (Fig 2B), we reasoned that Δ*rpoH* cells are not able to compensate for the lack of DnaKJ chaperoning function at 30°C and 22°C. Indeed, we observed a strong increase in recovered protein aggregates after depletion of DnaKJ in the Δ*rpoH* background (Fig 2D). By contrast, the DnaKJ depletion strain containing the *rpoH(Q202R)* mutation, which shows intermediate σ^32^-dependent promoter activity (Fig 2B and 2C), behaved similarly to DnaKJ-depleted cells with wild type σ^32^ and did not show significant protein aggregation (Fig 2D). In summary, our data demonstrate that partial and, at low temperatures, complete loss of σ^32^ activity can bypass the lethality of DnaKJ depletion. These data suggest that DnaKJ’s regulatory function on σ^32^ is essential for survival in the absence of stress, while its chaperoning function is redundant and can be compensated by the upregulation of other HSPs.

We also examined σ^32^-dependent gene expression in the strains harboring mutations in *hslU*, *rpoD* or *rpoB* either by LacZ-assays or qRT-PCR. Interestingly, as for cells harboring mutations in *rpoH*, in these strains σ^32^-dependent transcription was also notably reduced after 6 and 9 hours of DnaKJ depletion (Fig 2B), suggesting that all suppressor mutations identified in the screen act through the same pathway.

### A gain-of-function mutation in *hslU* induces σ^32^ degradation and restores growth of DnaKJ-depleted cells

How does a mutation in *hslU* affect σ^32^-dependent gene expression? To test if growth restoration in DnaKJ-depleted cells harboring the *hslU(Δ201-203HKT)* allele was due to loss of function of the protease HslUV, we analyzed growth and *P*_*dnaKJ*_*-lacZ* expression following DnaKJ depletion in a Δ*hslU* strain lacking the HslUV unfoldase subunit HslU. However, unlike the *hslU(Δ201-203HKT)* suppressor mutation, this Δ*hslU* mutation neither reduced σ^32^-dependent gene expression nor restored growth in DnaKJ-depleted cells (Fig 2A and 2B). To test the possibility that the *hslU(Δ201-203HKT)* mutation affects σ^32^ degradation in DnaKJ-depleted cells, we measured σ^32^ steady-state levels and stability. During DnaKJ depletion σ^32^ levels significantly increase over the course of depletion, and deletion of the entire *hslU* gene has no effect on this observed increase. However, during DnaK depletion in the *hslU(Δ201-203HKT)* mutant, σ^32^ levels only slightly increase and remain low throughout (Fig 3A). Consistent with these data, after 8 h of DnaKJ depletion the half-life of σ^32^ was strongly decreased in the *hslU(Δ201-203HKT)* mutant (t_1/2_ ≈ 23.5 min), compared to the pronounced stabilization (t_1/2_ > 360 min) in the parental DnaKJ-depletion strain (Fig 3B). We next asked if overexpression of *hslU(Δ201-203HKT)* would also lead to reduced σ^32^ levels and restoration of colony formation in DnaKJ depleted cells. Western blots and spot assays confirmed reduction of σ^32^ levels and restored colony formation (Fig 3C and 3D). Furthermore, σ^32^ levels were reduced beyond detection when co-overexpressing *hslU(Δ201-203HKT)* along with *hslV*, encoding the proteolytic subunit of the protease complex. This stronger reduction could account for the fact that these cells could not grow at 30°C in the absence of DnaKJ but we cannot yet explain why they do not grow at 15°C. It is well established that FtsH is the protease normally degrading σ^32^ [3,4], therefore to investigate whether FtsH was required for the *hslU(Δ201-203HKT)*-dependent destabilization of σ^32^, we overexpressed *hslVU(Δ201-203HKT)* in cells depleted for FtsH. On its own, FtsH depletion leads to a strong stabilization of σ^32^, as expected (Fig 3E). In contrast, overexpression of *hslVU(Δ201-203HKT)* completely counteracted this stabilization (Fig 3E), demonstrating that *hslU(Δ201-203HKT)* destabilizes σ^32^ independently of FtsH. Furthermore, although the *hslU(Δ201-203HKT)* mutant readily destabilizes σ^32^, overexpression of wild type *hslU* alone or in conjunction with *hslV* had no effect on σ^32^ levels and could not restore growth in the absence of DnaKJ (Fig 3C–3E, S7 Fig). Based on these data and the fact that the *Δ201-203HKT* mutation is located in the substrate recognition region of HslU (S2 Fig), we propose that this mutation is a gain-of-function mutation rendering HslUV capable of degrading σ^32^. Importantly, we neither observed increased degradation of the two unstable proteins CtrA and FtsZ nor the stable protein RpoB in the *hslU(Δ201-203HKT)* mutant strain (S6 Fig). Therefore, while these data indicate that the HslVU(Δ201-203HKT) mutant does not affect the majority of proteins, at this point we cannot say whether the effect of the mutation is restricted to σ^32^ or if the degradation of other proteins is affected as well.

**Fig 3:**
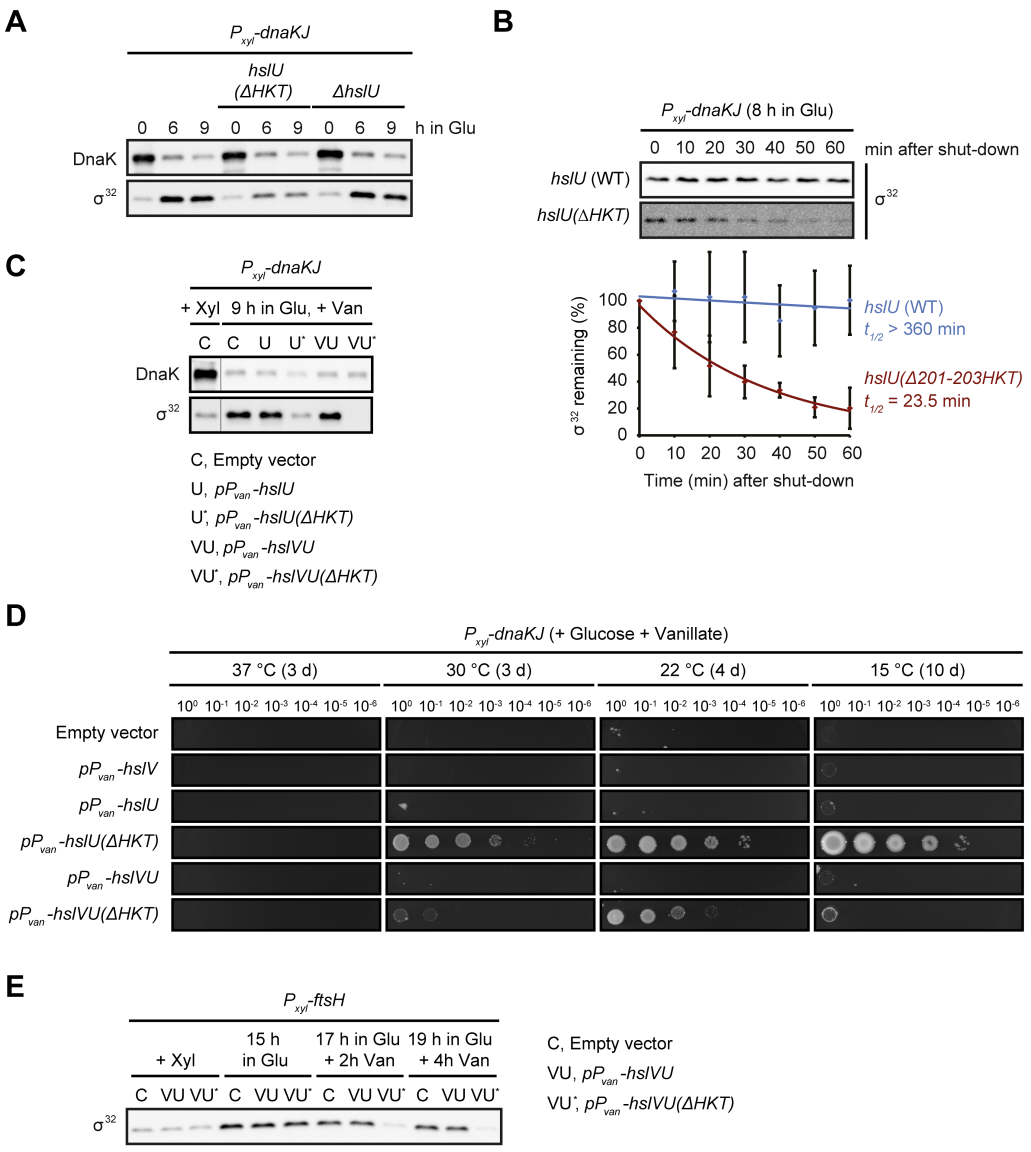
A mutation in the HslUV protease induces fast FtsH-independent degradation of σ^32^. (A) DnaK and σ^32^ steady-state levels during the course of DnaKJ depletion in an otherwise wild type background and in the *hslU(Δ201-203HKT)* and Δ*hslU* mutant backgrounds. (B) *In vivo* degradation assays showing σ^32^ stability after 8 h of DnaKJ depletion in the *hslU* wild type and the *hslU(Δ201-203HKT)* background. Quantifications are shown as the means of independent triplicates. Error bars represent standard deviations. (C) Western blot showing DnaK and σ^32^ steady-state levels of the DnaKJ depletion strain containing either the empty vector pJS14 or pJS14-based plasmids allowing for the vanillate-dependent overexpression of *hslU*, *hslU(Δ201-203HKT)*, *hslVU* or *hslVU(Δ201-203HKT)*. σ^32^ protein levels are shown for non-depleting non-overexpressing conditions (+ Xyl) and after nine hours of DnaKJ-depletion under overexpressing conditions (9 h in Glu, + Van). (D) Spot colony formation assay of the same strains as in (C) with addition of a strain containing the plasmid pJS14-*P*_*vanA*_*-hslV*. Cells were spotted on PYE agar under conditions depleting DnaKJ and driving overexpression from the high copy plasmids (+ Glucose + Vanillate). See S7 Fig for spot colony formation assays under non-depleting conditions. (E) σ^32^ steady-state levels before (+ Xyl) and after depletion of FtsH (+ Glu) in strains harboring empty pJS14, pJS14-*P*_*vanA*_*-hslVU* and pJS14-*P*_*vanA*_*-hslVU(Δ201-203HKT)*. After 15 hours of FtsH depletion overproduction of the HslUV variants was induced under continuous conditions restricting FtsH production (+ Glu + Van).

### Outcompetition of σ^32^ by σ^70^ for binding to the RNAP rescues DnaKJ-depleted cells

Next, we addressed the molecular basis of how the 11 bp deletion in the promoter region of *rpoD* restores growth in DnaKJ-depleted cells. To this end, we tested if the mutation alters σ^70^ levels during the course of DnaKJ depletion (Fig 4A). Initially, the amount of σ^70^ was indistinguishable between the mutant and the parental strain. However, during the course of depletion, σ^70^-levels decreased to ~60% in the wild type background while they increased to ~150% in the *rpoD* promoter mutant. To test whether upregulation of σ^70^ is sufficient to restore growth of DnaKJ-depleted cells, we ectopically overexpressed *rpoD* in the DnaKJ depletion strain. Indeed, during DnaKJ depletion and *rpoD* overexpression colonies formed at low and intermediate temperatures (Fig 4B). Based on previously proposed sigma competition models [29,30], we suggest that increased levels of σ^70^ may outcompete σ^32^ for binding to the RNAP core. In accordance with this model, the suppressor mutation in the *rpoD* promoter led to reduced σ^32^ occupancy of the σ^32^-dependent *hslVU* promoter compared to the parental DnaKJ depletion strain, without significantly affecting σ^32^ levels (Fig 2C, S4 Fig). Further, the *rpoB(P1272S)* suppressor mutation we identified is located in a region known to be required for interaction with sigma factors (S2 Fig) [31]. Thus, this mutation might impair σ^32^ association with the RNAP core, a hypothesis supported by the observation that *hslVU* promoter occupancy by σ^32^ was reduced in cells harboring the *rpoB(P1272S)* allele (Fig 2C).

**Fig 4:**
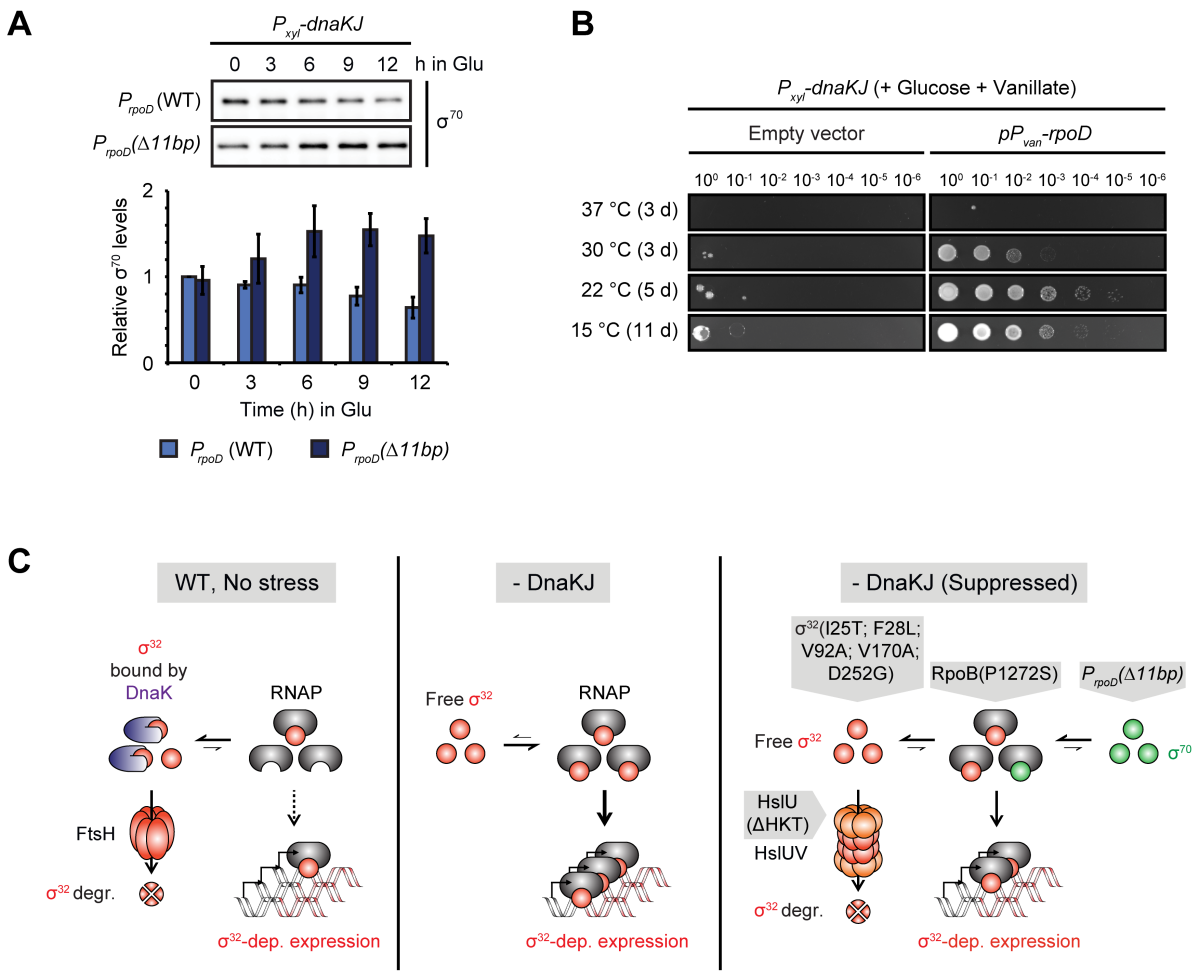
Increased levels of σ^70^ reduce σ^32^-dependent expression. (A) σ^70^ steady-state levels during DnaKJ depletion in the *P*_*rpoD*_*(Δ11bp)* background compared to the unsuppressed DnaKJ depletion background, *P*_*rpoD*_ (WT). Quantifications are shown as the means of independent triplicates. Error bars represent standard deviations. (B) Spot assay of the DnaKJ depletion strain harboring either the empty vector pBVMCS-2 or the pBVMCS-2-*P*_*vanA*_*-rpoD* plasmid on PYE agar plates containing glucose. Vanillate induces *rpoD* expression. (C) Model illustrating how the different suppressor mutations reduce σ^32^ activity. In the wild type (WT) DnaKJ inactivates σ^32^ and primes it for degradation by the protease FtsH, thus inhibiting expression from the σ^32^-regulon. Depletion of DnaKJ leads to stabilization and activation of σ^32^, which is now free to associate with the RNAP and to induce σ^32^-dependent gene expression. Mutations restoring growth in the absence of DnaKJ lower σ^32^ activity, either by loss of function amino acid exchanges in the heat shock sigma factor itself, by inducing its degradation through the protease HslUV, by lowering the affinity of RNAP for σ^32^ or by increasing the levels of σ^70^ that outcompetes σ^32^ for binding to the RNAP core.

Altogether our data clearly demonstrate that attenuation of σ^32^ activity, whether by mutation or deletion of the *rpoH* gene, by increasing σ^32^ degradation, by outcompeting σ^32^ for binding to the RNAP, or by reducing the affinity of the RNAP towards σ^32^, can bypass the growth defect of DnaKJ depleted cells (Fig 4C).

### Overproduction of active σ^32^ reduces the growth rate

Our data strongly suggest that DnaKJ is essential to prevent inappropriate induction of σ^32^-dependent genes or high levels of the sigma factor itself, which could be detrimental to the proper functioning of the cell. To test this hypothesis more directly, we next analyzed the effects of *rpoH* overexpression on the growth rates.

Overexpression of *rpoH* led to a noticeable decrease in growth rate, particularly in a strain containing a transposon insertion in the *dnaKJ* promoter (*P*_*dnaK*_::*Tn*) (Fig 5A), which is deficient in upregulating *dnaKJ* upon σ^32^ activation leading to a more persistent induction of the heat shock response [23] (Fig 5B). The growth defect was further amplified when overproducing a σ^32^ variant containing the amino acid substitution V56A, which corresponds to the I54A substitution in *E*. *coli* that allows σ^32^ to escape FtsH-dependent degradation [32,33]. Although overexpression of *rpoH(V56A)* clearly induced heat shock gene expression more strongly than wild type *rpoH*, we did not observe stabilization of the mutant variant (S8 Fig), suggesting that in *C*. *crescentus* this mutation increases σ^32^ activity by another mechanism. The growth inhibition induced by σ^32^(V56A) overproduction was clearly reduced by introducing the Q202R suppressor mutation into σ^32^(V56A). Similarly, disruption of σ^32^(V56A) transcriptional activation by exchanging the three amino acids Y106, W109 and W110 responsible for promoter melting [34–37] against alanines (*YWW*::*AAA*) abolished heat shock response induction and completely restored normal growth (Fig 5A and 5B). Measurement of σ^32^ steady state levels after vanillate-dependent induction confirmed that all variants were expressed at similar levels (S8 Fig). Finally, the deleterious effect of elevated σ^32^(V56A) levels could also be counteracted by overproducing σ^70^ (Fig 5C), supporting the hypothesis that σ^70^ can rescue DnaKJ-depleted cells by outcompeting σ^32^ for binding to the RNAP, thus reducing σ^32^-dependent transcription. In summary, these data show that σ^32^ inhibits growth in a dose-dependent manner and does so, albeit to a lower degree, also in cells harboring DnaKJ.

**Fig 5:**
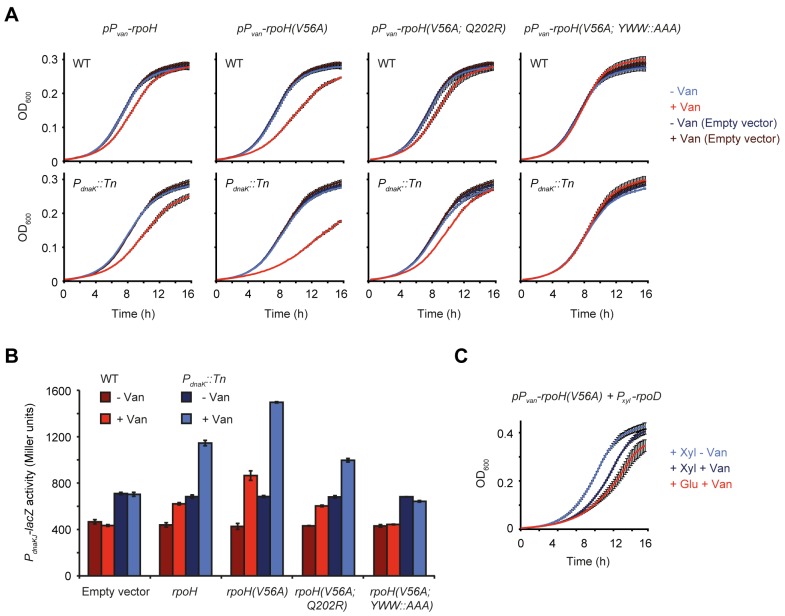
σ^32^ inhibits growth in a dose-dependent manner. (A) Growth curves of the wild type and *P*_*dnaK*_::*Tn* strain harboring either the empty vector pJS14 or a plasmid for the vanillate-inducible overexpression of *rpoH*, *rpoH(V56A)*, *rpoH(V56A; Q202R*) or *rpoH(V56A; YWW*::*AAA)*. Growth was monitored in the absence or presence of vanillate. (B) LacZ assays monitoring σ^32^-dependent expression from the *dnaKJ* promoter region on the reporter plasmid pDel1 in the otherwise same strain backgrounds and under the same conditions as shown in (A). (C) Growth curves of the *P*_*dnaK*_::*Tn* strain harboring a plasmid allowing for combined overexpression of *rpoD* and *rpoH*. Vanillate induces the expression of *rpoH*, xylose induces the expression of *rpoD*. All experiments were performed as independent duplicates. Error bars represent standard deviations.

### σ^32^ globally reprograms gene expression

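The genes *dnaK* and *dnaJ*, which encode the chaperone and its co-chaperone, and *rpoH*, which encodes σ32, differed widely between the 7 *C. crescentus* cultures whose RNA was sequenced. Before depletion, *dnaK* had 2738 RPKM (95% counting interval 2724 to 2752), *dnaJ* 1096 RPKM (1085 to 1107) and *rpoH* 244 RPKM (239 to 250). In the depleted libraries *dnaK* lay between 79.0 and 116 RPKM. The RNA of *dnaJ* lay between 771 and 1236 RPKM in the depleted libraries with an *rpoH* gene and was 33.0 RPKM (31.0 to 35.0) in Δ*rpoH*. The RNA of *rpoH* lay between 1558 and 1925 RPKM in the depleted libraries with the gene. It was 11901 RPKM (11859 to 11943) upon σ32(V56A) overproduction. Δ*rpoH* had 14.7 RPKM (13.2 to 16.3) at the deleted gene, from reads of unknown origin that do not measure its RNA.
The cultures grew at 30 °C in rich medium, and 1 library was made per condition, so differences between conditions have no replicate check. The DnaKJ depletion strain has a xylose-dependent promoter upstream of the *dnaKJ* operon. It was sampled in 0.3% xylose (undepleted) and after 6 h and 9 h in 0.2% glucose, as was its derivative with *rpoH(D252G)* at both glucose times and its Δ*rpoH* derivative at 6 h. The remaining library came from the *P*_*dnaK*_::*Tn* strain, which has a transposon in the *dnaK* promoter, after 2 h of *rpoH(V56A)* expression from a vanillate-inducible plasmid. The sample labels give 500 µM vanillate and the paper's methods 500 mM.
Reads assigned to genes numbered 29717254 in the undepleted library, 31314776 and 27369031 after 6 h and 9 h of depletion, 27165397 and 29274666 with *rpoH(D252G)* at these times, 27407763 in Δ*rpoH* and 28849455 with σ32(V56A). Between 96.5% and 98.0% of them were placed at a single position, and 100% for *dnaK*, *dnaJ* and *rpoH*. The deposited tables of the authors hold a read count, an RPKM value and a normalized RPKM value for each of 4085 genes. Normalized values had been made by quantile normalization of each library together with the undepleted one. Each fold given here is a library's normalized value over that of the undepleted library in the same pair, without a pseudocount, for genes above 0 in both. Intervals are exact for the read counts and cover counting error only.

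**Figure D1:**
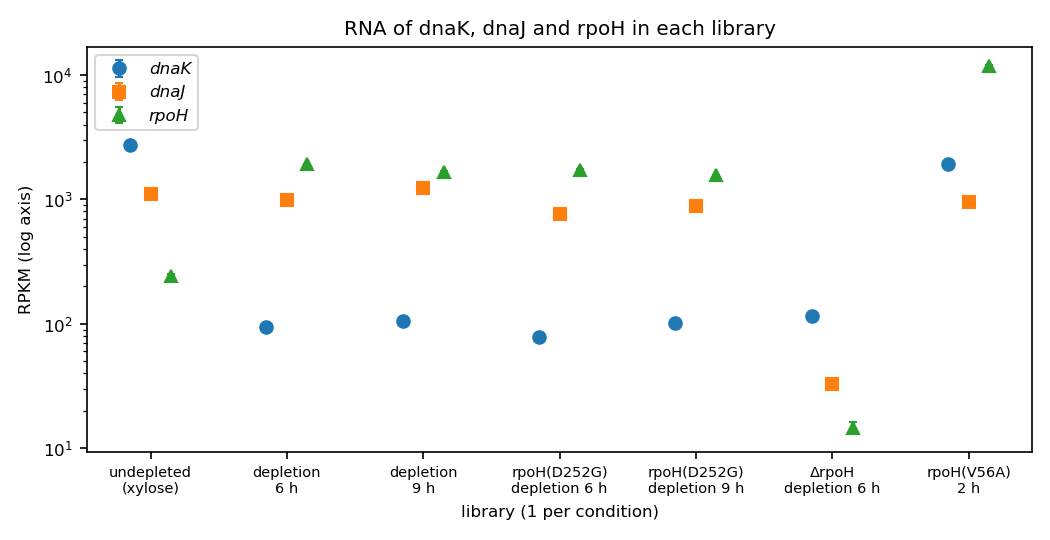
RPKM (log axis) of *dnaK*, *dnaJ* and *rpoH* in each of the 7 libraries. Points are single libraries, and bars are exact 95% counting intervals, mostly smaller than the points. In Δ*rpoH*, *dnaJ* is at 33.0 RPKM, and *rpoH*, which is deleted there, at 14.7 RPKM from reads of unknown origin.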

To better understand the inhibitory effect of σ^32^ on growth we monitored transcriptome changes induced by σ^32^ activation through RNA-sequencing. The transcriptional profile of DnaKJ-depleted cells harboring wild type *rpoH* correlated well with σ^32^(V56A) overproducing cells (R^2^ = 0.77) (Fig 6A). By contrast, in DnaKJ-depleted cells containing the Δ*rpoH* deletion this correlation was largely lost (R^2^ = 0.11), confirming that transcriptional changes after DnaKJ depletion are mainly due to increased σ^32^ activity. 

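CCNA_03097, annotated as an aldo/keto reductase, had a log2 fold of 6.22 (95% counting interval 6.14 to 6.30) after 6 h of depletion and of 5.58 (5.50 to 5.67) upon σ32(V56A) overproduction. The aminopeptidase gene *pepA* had log2 folds of 5.04 and 4.64. The neighbours CCNA_03806, encoding an outer membrane lipoprotein, and CCNA_03807, encoding part of an organic solvent resistance transporter, had 5.37 and 5.15 after depletion and 4.94 and 4.75 with σ32(V56A). Among 4064 genes measured in every library, 497 were at least 2-fold higher after both 6 h and 9 h of depletion and 471 with σ32(V56A), of which 386 were shared, where independent lists would share 57.6. Among lower genes, 218 were shared between lists of 427 and 293, where independent lists would share 30.8. The lists share the undepleted library. Unchanged libraries drawn from a pooled profile, with a simulated undepleted library in common, gave at most 4 higher and 3 lower shared genes. With noise of 0.3 log2 (SD) they gave at most 7 and 7. Few simulated genes reach 2-fold, so this covers counting error and the assumed noise, not a larger deviation of the real undepleted library. Median-of-ratios scaling moved the median of all genes with σ32(V56A) by 0.13, to 562 genes higher and 202 lower in place of 473 and 293 of all genes measured in that comparison. The vanillate genes *vanA* and *vanB*, which the inducer turns on, had log2 folds of 4.58 and 4.12 with σ32(V56A), against 0.81 and 0.40 after 6 h of depletion.
Across 4067 genes, which are not independent replicates, the log2 folds with σ32(V56A) and after 6 h of depletion gave an R2 of 0.772 and a slope of 0.80. Resampling blocks of 20 neighbouring genes 500 times gave a 95% interval of 0.670 to 0.858 for R2. Both folds share the undepleted library, and libraries simulated without any difference gave a mean R2 of 0.256 with a covariance of 0.0049, or 0.248 and 0.094 with added noise of 0.3 log2 (SD), where the observed covariance was 0.906. When the depleted library was set against Δ*rpoH* so that no library was shared, R2 was 0.516.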

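The protease subunit genes *hslU* and *hslV* had log2 folds of -0.38 (95% counting interval -0.45 to -0.32) and -0.44 (-0.54 to -0.35) in depleted Δ*rpoH* cells, against 4.42 and 3.94 in depleted cells with *rpoH*. The small heat shock protein gene CCNA_02341 was at -0.79 against 4.42, and the AAA+ protease gene *lon* at -0.73 against 2.04. The disaggregase gene *clpB* remained higher than in undepleted cells, at 1.56 without *rpoH* and 3.47 with it. Of the 497 genes at least 2-fold higher in depleted cells with *rpoH* at both times, 64 (12.9%) were also at least 2-fold higher in Δ*rpoH*, where independent lists would share 27.6, and the median of the 497 there was -0.0048. Of the 427 lower genes, 81 (19.0%) were at least 2-fold lower in Δ*rpoH*, where independent lists would share 12.2, with a median of -0.52. These lists also share the undepleted library, for which the simulations of unchanged libraries gave at most 4 and 3 genes, or 7 and 6 with noise, with the same limit. Of the 64 higher and 81 lower genes, 26 and 9 were under 2-fold with σ32(V56A), a culture without DnaKJ depletion. In all 6 comparisons, 34 of the higher and 69 of the lower genes changed at least 2-fold. Each comparison is against the only culture in xylose, a difference that the simulations do not cover.
Among the genes highest in Δ*rpoH*, CCNA_01021 had a log2 fold of 4.09 there and 2.15 with *rpoH*, CCNA_02517 had 3.61 and 1.93, and CCNA_01093 had 3.39 and 1.12. Between Δ*rpoH* and depletion with *rpoH*, R2 across 4068 genes was 0.112 (0.0755 to 0.161) and the slope 0.20. Simulations without any difference but with a simulated undepleted library in common gave 0.248, and a covariance of 0.0048, or 0.094 with added noise, where 0.231 was observed. With CPM scaling, which moved the median of all genes in Δ*rpoH* by 0.29, 419 genes were at least 2-fold higher and 75 lower in place of 228 and 116. From the correlation with σ32(V56A) and its loss without *rpoH*, the paper concludes that the response to DnaKJ depletion comes mainly from higher σ32 activity.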

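The protease genes *clpP* and *ftsH* had log2 folds of 1.63 and 2.18 after 6 h of DnaKJ depletion with wild type *rpoH*, and of 1.21 (95% counting interval 1.19 to 1.23) and 1.71 (1.69 to 1.73) with *rpoH(D252G)*. CCNA_02966, a gene of the Dps family of DNA-protecting iron storage proteins, had 4.50 and 3.33. The cell wall synthesis gene *mraY* was lower by a log2 fold of -2.80 with wild type *rpoH* and of -2.37 with *rpoH(D252G)*, and the ribonucleotide reductase gene *nrdE* of -2.14 and -1.48. The small heat shock protein gene CCNA_02341 had a log2 fold of 4.45 with *rpoH(D252G)*. Among the genes at least 2-fold higher at 6 h and 9 h with wild type *rpoH*, the median log2 fold at 6 h was 1.83 there and 1.47 with *rpoH(D252G)*. Among the lower genes it was -1.30 and -0.99. Both sets were selected on the wild type values, which favours larger folds there.
The log2 folds of the 4069 genes measured in both strains at 6 h gave an R2 of 0.936 (95% interval 0.921 to 0.948) and a slope of 0.79 (0.78 to 0.81), where no-effect simulations gave an R2 of 0.252 and a covariance of 0.0049, or 0.095 with added noise, against 0.901 observed. With *rpoH(D252G)*, 392 genes were at least 2-fold higher and 233 lower at this time, or 485 and 144 under median-of-ratios scaling, which moved the median of all genes by 0.12.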

In the DnaKJ depletion strain containing the *rpoH(D252G)* mutation, gene expression changes were similar to the parental DnaKJ depletion strain, however less pronounced (Fig 6A and 6C; S9 Fig). Genes that were >2-fold up- or downregulated both upon DnaKJ depletion and upon σ^32^(V56A) overexpression and that showed a significantly milder or no response (> 2-fold) in the Δ*rpoH* background were classified as σ^32^-regulated genes. 

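The DNA repair genes *uvrA* and *uvrB*, encoding nucleotide excision proteins, met each step of the rule. *uvrA* had log2 folds of 2.66 after 6 h of depletion, 2.76 after 9 h, 2.39 with σ32(V56A) and -0.34 in Δ*rpoH*, and *uvrB* of 3.24, 3.42, 2.43 and 0.30. The recombinase gene *recA* met the rule in the other direction, with -1.58 and -2.06 after depletion and -0.20 in Δ*rpoH*. With σ32(V56A) it was just past the 2-fold limit. Of the 82 genes called lower, 23 were still called under median-of-ratios scaling and 30 under TMM scaling. Whether *recA* is among these is not given here. The chaperonin genes *groL* and *groS* passed the steps on depletion and on σ32(V56A) but not the last one. Their log2 folds in Δ*rpoH* were 1.78 and 1.83, which is 0.85 and 0.72 below those after 6 h of depletion, short of the required 1. With median-of-ratios scaling, TMM scaling, CPM scaling or a 1.5-fold threshold, both genes passed.
The rule was read as at least 2-fold after 6 h and after 9 h of depletion and with σ32(V56A), in the same direction. In that direction, the log2 fold at 6 h also had to lie at least 1 beyond that in Δ*rpoH*. The step on σ32(V56A) took the higher genes from 497 to 386 and the lower genes from 427 to 218. The step on Δ*rpoH* left 337 higher and 82 lower genes. Without the step on σ32(V56A) the rule would have held for 393 and 124 genes.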

We found in total 338 up- and 82 downregulated genes, belonging to this group (Fig 6B and 6C).

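Among the higher genes, CCNA_03482 and CCNA_03483, which encode subunits of an ABC transporter, both had a log2 fold of 4.55 after 6 h of depletion, and CCNA_02213, an oxidoreductase of the old yellow enzyme family, had 4.69 (95% counting interval 4.64 to 4.74). Among the lower genes, the TonB-dependent receptor genes CCNA_01034, CCNA_03615 and CCNA_00974 had -3.74, -3.56 and -3.31, the GntR family regulator gene CCNA_01854 -3.43, the sugar transporter gene CCNA_00857 -3.37 and the fatty acid transporter gene CCNA_02179 -3.35. All 6 were also at least 2-fold lower in Δ*rpoH*, the receptor genes with -1.46, -1.46 and -1.02. The 337 higher genes had a median log2 fold of 2.34 after 6 h and 2.69 after 9 h of depletion, 1.86 with σ32(V56A) and -0.14 in Δ*rpoH*. The 82 lower genes had medians of -1.66, -2.08, -1.44 and -0.33. With *rpoH(D252G)* at 6 h, 336 of the 337 and 81 of the 82 were closer to the undepleted level than with wild type *rpoH*, by medians of -0.55 and 0.38. The genes were selected on the wild type values, which by itself favours values closer to the undepleted level in the other strain.
The lower group depended on the scaling between libraries, with 23 genes under median-of-ratios scaling, 30 under TMM scaling and 139 under CPM scaling, where the higher group had 387, 379 and 309. It had 146 genes when Δ*rpoH* itself had to be under 2-fold.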

**Fig 6:**
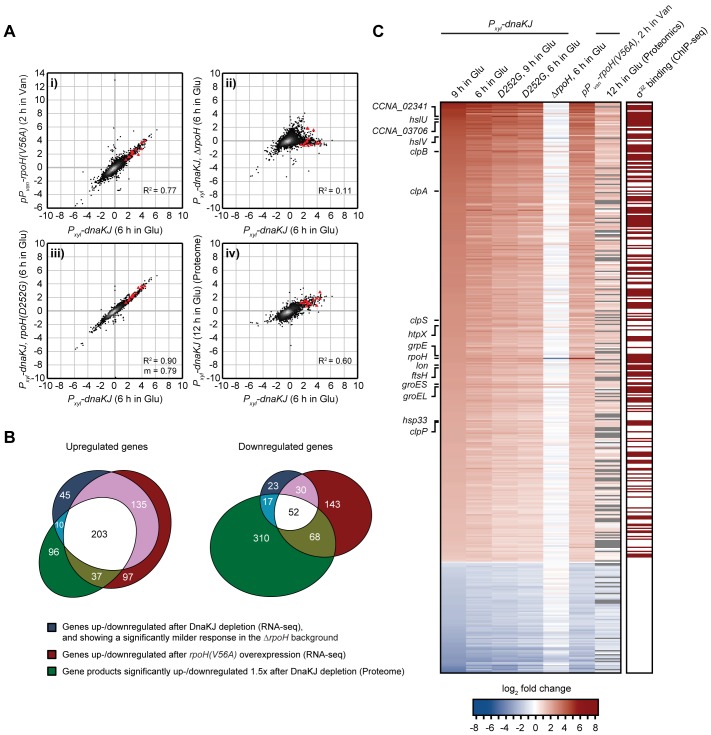
σ^32^ activation leads to global changes in gene expression. (A) Gene scatter plots comparing gene expression changes induced by 6 hours of DnaKJ depletion with: i) gene expression changes induced by 2 hours of σ^32^(V56A)-overproduction in the *P*_*dnaK*_::*Tn* background, ii) gene expression changes in DnaKJ-depleted cells (6 hours) containing the Δ*rpoH* mutation iii) gene expression changes in DnaKJ-depleted cells (6 hours) containing the *rpoH(D252G)* mutation and iv) protein fold changes after 12 h of DnaKJ depletion. All experiments were performed at 30°C. Red triangles represent highly conserved proteases and chaperones that are highlighted in the heat map in (C). m, as the slope of the linear regression is shown when the corresponding R^2^ designates a close fit of the data points and allows for a direct comparison of gene induction in samples of the same strain background. See S9 Fig for additional gene expression comparisons. (B) Venn diagrams showing groups of up- or downregulated genes that meet the criteria described in the figure. The intersection between the blue and red gene groups (shown in white and pink) was defined as the group of genes affected by σ^32^-activity. The three-way intersection (shown in white) represents genes of which the corresponding protein is similarly up- or downregulated due to σ^32^-activity. (C) Heat map showing mRNA and corresponding protein fold changes of σ^32^-dependent genes identified in (B) (blue and red gene group intersections) in the different genetic backgrounds and growth conditions shown. The right column indicates with a dark red box whether a gene shows a ChIP-seq signal for σ^32^-enrichment in the promoter region as inferred from previously published ChIP-seq data [38]. Gray bars in the column labeled "12 h in Glu (Proteomics)" indicate that the corresponding protein could not be detected.

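Among the higher σ32-regulated genes, *hslU*, *hslV*, *lon*, *ftsH*, *clpB* and *grpE*, the nucleotide exchange factor gene of DnaK, are on the paper's list of genes with a σ32 ChIP-seq signal. So are the transporter genes CCNA_03482 and CCNA_03483, CCNA_03097 and *uvrA*. The genes *pepA* and *uvrB* are not on it. Of the 337 higher genes, 179 are listed (53.1%, exact 95% interval 47.6% to 58.5%), and of the 82 lower genes 0. The paper also counts genes that share an operon with a gene that has a signal. The interval treats genes as independent, so it can be too narrow. Listed genes had a median log2 fold of 2.62 after 6 h of depletion and 2.22 with σ32(V56A), and the other 158 genes had 2.01 and 1.61. In Δ*rpoH* the medians were -0.18 and -0.10. The list names 2 genes outside the paper's own higher group, so it gives no share for genes in general. The ChIP-seq reads themselves were not used here.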

Integration of our transcriptomics data with existing *C*. *crescentus* σ^32^-ChIPseq data [38] revealed that 181 of the 338 upregulated genes harbor an upstream ChIP-seq signal for σ^32^-enrichment or are in an operon with such a gene (Fig 6C). These 181 directly upregulated genes include most heat shock genes encoding highly conserved proteases and chaperones, but also many metabolic genes as well as genes involved in small molecule membrane transport (S9 Fig). Likewise, the group of downregulated genes included genes involved in metabolism and membrane transport, but also several genes encoding cell cycle regulators and factors involved in cellular development (S9 Fig). Hence, σ^32^ induction leads to wide transcriptomic changes that go far beyond the upregulation of chaperones and proteases.

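The heat shock genes marked in Fig 6C were all at least 2-fold higher after 6 h of depletion, 16 of 16, with a median log2 fold of 2.66. The study chose this list on the same libraries, so its direction is not independent evidence. The unfoldase gene *clpA* had 3.12, the protease adaptor gene *clpS* 2.61, the membrane protease gene *htpX* 2.68, *grpE* 2.47 and the small heat shock protein gene CCNA_03706 3.94. In a wider list of 18 chaperone and protease genes fixed before the data were examined, 15 were at least 2-fold higher and 1, *dnaK*, was lower. These 15 are the heat shock genes of Fig 6C other than *rpoH*, so this list is not independent evidence either. The median of the 18 genes was 2.58, above 99.99% of 10000 random gene lists matched on mean expression. In Δ*rpoH* the median of these 18 genes was -0.40, or -0.20 under CPM scaling.
Among the 179 listed genes, the paper's classes put 50 in repair and maintenance, with a median log2 fold of 2.60, and 33 in metabolism, with 2.47. Another 17 belong to non-protein membrane transport, with 3.72, 14 to sensing, with 2.89, and 7 to proliferative functions, with 1.73. The paper leaves 49 unclassified. The transport genes include CCNA_03808 and CCNA_03809 of the solvent resistance transporter, at 5.04 and 4.67.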

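Of 28 cell cycle regulators, 14 were at least 2-fold lower and 0 higher after 6 h of depletion, with a median log2 fold of -1.03, below all of the 10000 random lists (percentile 0), and -0.63 under median-of-ratios scaling. The cell cycle regulator gene *sciP* had -1.62 (95% counting interval -1.66 to -1.59) and the replication initiator gene *dnaA* -1.64 (-1.66 to -1.62). The division site regulator gene *mipZ* had -1.44 and *popA*, which takes part in proteolysis of the master regulator CtrA, -1.43. With σ32(V56A) the median was -0.90 and 11 were lower, and in Δ*rpoH* it was -0.32 (-0.097 under CPM scaling), still at percentile 0.20, and 0 were. Under the authors' normalization 2 of these 28 genes met the rule for σ32-regulated genes, in a lower group that shrinks under median-of-ratios and TMM scaling. They are the response regulator gene *divK* and the phosphotransferase gene *chpT*, named after their values were seen, with -1.34 and -1.26.
Of 30 genes of cell division and cell wall synthesis, 16 were at least 2-fold lower after depletion, with a median of -1.08 (percentile 0), or -0.67 under median-of-ratios scaling, and in Δ*rpoH* the median was -0.39 (percentile 0), or -0.16 under CPM scaling. The peptidoglycan precursor genes *murD*, *murF* and *murE* beside *mraY* had -2.12, -1.92 and -1.66. They are among the 5 of this list that met the rule under the authors' normalization. Neighbours such as these are not independent, which the random lists, drawn gene by gene, do not take into account. The flagellin gene *fljK* had -2.37, with 78.0% of its reads placed at a single position. The paper's classes put 15 of the 81 lower genes that it also lists in non-protein membrane transport, with a median of -1.98, 14 in metabolism, with -1.63, and 12 in cell morphogenesis, with -1.65. Another 11 are in repair and maintenance, with -1.72, 7 in sensing and 5 in proliferative functions.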

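Of 35 genes of the respiratory chain and ATP synthase, 17 were at least 2-fold lower and 1 higher after 6 h of depletion, with a median log2 fold of -0.99 (-0.44 under median-of-ratios scaling), and the NADH dehydrogenase genes *nuoJ*, *nuoL* and *nuoN* had -1.43, -1.41 and -1.40. Of 18 genes of nucleotide synthesis 8 were lower, with a median of -0.90 (-0.52 under that scaling), and *pyrE* and *purM*, of pyrimidine and purine synthesis, had -1.58 and -1.41. Of 13 DNA replication genes 5 were lower, with a median of -0.94, among them the polymerase gene *dnaE* at -1.54. Of 7 oxidative stress genes 4 were higher, with a median of 1.94. They include the regulator gene *oxyR* at 2.76 and the methionine sulfoxide reductase gene *msrA* (CCNA_01046) at 3.62.
Among motility genes, 13 of 45 flagellar and 14 of 30 chemotaxis genes were at least 2-fold lower and 0 and 2 higher, with medians of -0.61 and -0.83. The 2 higher ones are the receptor methyltransferase gene *cheRII* at 1.97 and its neighbour *cheBII*, named after its value was seen, just past the 2-fold limit. Of 31 genes of pili and holdfast 4 were lower, with a median of -0.57. Of 6 citric acid cycle genes 3 were lower, with a median of -0.95, and of 8 fatty acid synthesis genes 2, with -0.70, where median-of-ratios scaling gave -0.24 and -0.19. Of 47 TonB-dependent receptors 6 were higher and 8 lower, with a median of -0.16 that was above 0 under median-of-ratios scaling. Gene descriptions, which define this list, were held for 2410 of 4085 genes, so it can miss members. Against 10000 random lists the medians of the respiratory, chemotaxis, flagellar, replication, nucleotide and pilus genes lay at or below percentile 0.20. The citric acid cycle lay at 1.09, fatty acid synthesis at 5.66, the receptors at 38.2 and oxidative stress at 99.7. Random lists were drawn gene by gene, and members that share an operon are not independent, so extreme percentiles can overstate how unusual a list is. With σ32(V56A) the medians were -0.81 for respiration, -0.77 for nucleotide synthesis, -0.78 for replication and 1.40 for oxidative stress, and in Δ*rpoH* -0.51, -0.27, -0.41 and -0.22. Under median-of-ratios scaling the first 3 were -0.41, -0.42 and -0.49 with σ32(V56A), and under CPM scaling the last 3 in Δ*rpoH* were -0.049, -0.13 and 0.082. In Δ*rpoH* the respiratory, chemotaxis, flagellar and pilus medians were still at percentile 0. Replication was at 0.42, nucleotide synthesis at 4.86 and oxidative stress at 26.7. The citric acid cycle had a median of -0.53 with σ32(V56A) and of -0.72 in Δ*rpoH* (percentile 0.20 there). Fatty acid synthesis had -0.47 and -0.42 (percentile 2.24 in Δ*rpoH*), so both lists were also lower without *rpoH*.

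**Figure D2:**
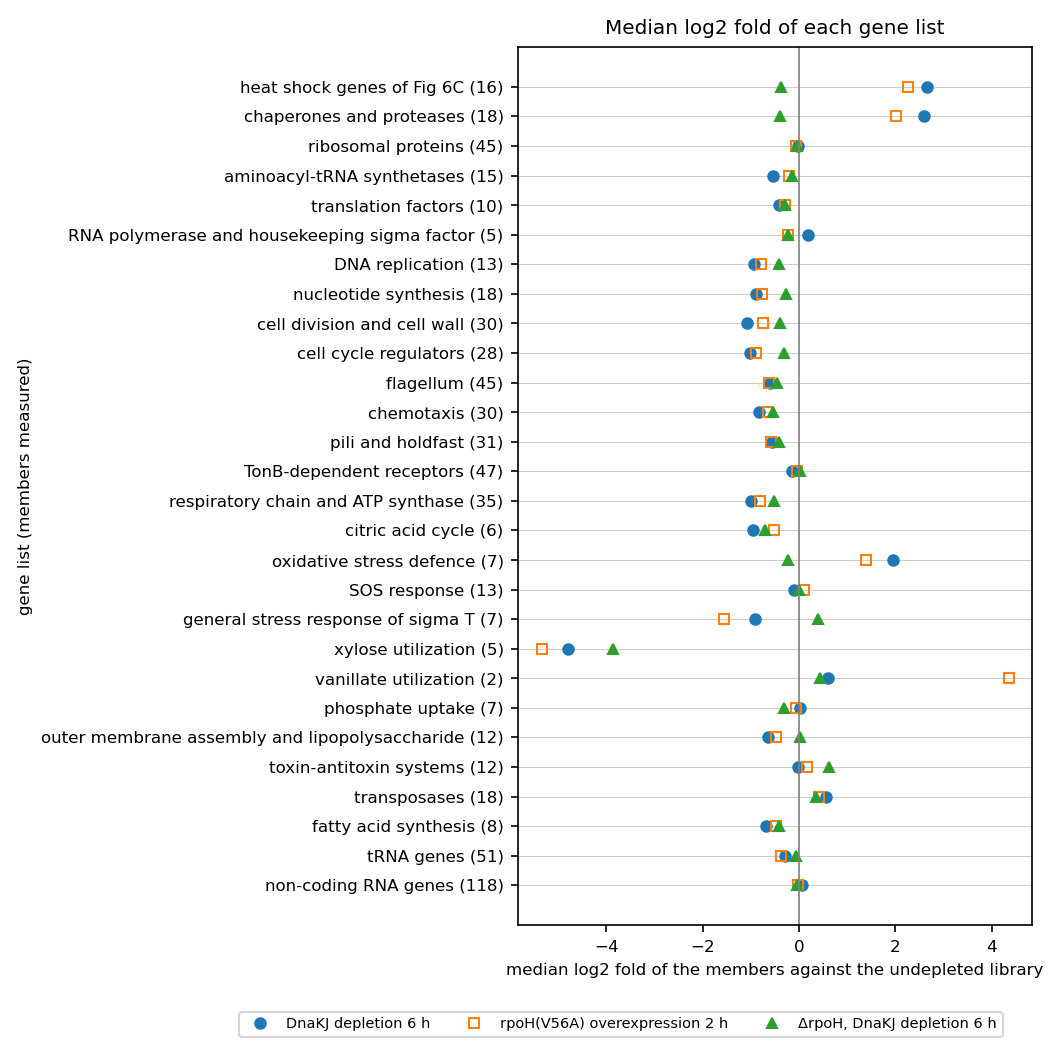
Median log2 fold against the undepleted library of each of the 28 gene lists, with the members measured in parentheses. Symbols are DnaKJ depletion for 6 h, *rpoH(V56A)* overexpression for 2 h and DnaKJ depletion for 6 h in Δ*rpoH*, 1 library each. Chaperones and proteases are at 2.58 after depletion and -0.40 in Δ*rpoH*. Medians near 0 change sign with the scaling, among them ribosomal proteins (-0.02, 0.13 under median-of-ratios scaling), tRNA genes (-0.30, 0.14) and non-coding RNA genes (0.06, -0.02 under CPM scaling).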

### σ^32^ induction re-allocates cellular resources from proliferative to maintenance functions

To gain a more complete view on the cellular effects mediated by σ^32^ induction following DnaKJ depletion, we compared the proteome in DnaKJ-depleted cells to the non-depleted control by quantitative proteomics using a tandem mass tag (TMT) isobaric labeling approach. We identified 346 proteins that were at least 1.5-fold upregulated (p **≤** 0.05) (S9 Fig). For 203 of these proteins the corresponding transcripts were also upregulated in a σ^32^-dependent manner (Fig 6B and 6C). 

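For the protease subunit HslU the paper's protein log2 fold is 1.76, for the disaggregase ClpB 1.60, for the aminopeptidase PepA 1.63 and for the protease Lon 1.09, all for genes whose RNA was higher here. For MraY, a membrane enzyme of cell wall synthesis whose RNA was lower, it is -0.13. Of the 337 higher genes, 243 have a protein value in the paper's table, and for 201 of these the paper's value is at least 1.5-fold higher. These 201 genes had a median RNA log2 fold of 2.59 after 6 h of depletion. The other 42 genes with a protein value had 1.78, and the 94 genes without one had 1.96. Of the 82 lower genes, 66 have a protein value, and for 56 the paper's value is at least 1.5-fold lower. Their median RNA log2 fold was -1.73, against -1.52 for the other 10. The counts of 201 and 56 use the 1.5-fold limit alone, without the limit on p that the paper's protein counts also apply. The proteins were sampled by the paper at a later time of depletion than the RNA. The mass spectrometry data themselves were not analysed here.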

In the case of the 447 downregulated proteins (> 1.5-fold, p **≤** 0.05), less than 12% of the corresponding genes were transcriptionally downregulated. To investigate energetic investment into the different functional categories of the proteome in DnaKJ-depleted and non-depleted cells, we compared the relative abundances of all analyzed proteins using proteomaps [39]. Depletion of DnaKJ induced large-scale changes of proteome fractions dedicated to maintenance, metabolism and proliferative processes. More specifically, the mass fraction of the proteome dedicated to folding, export and degradation increased by 49% due to the strong upregulation of chaperones and proteases, particularly due to the highly abundant GroEL/ES chaperone (Fig 7A and 7B, S10 Fig). By contrast, the majority of differentially regulated abundant proteins involved in protein translation were downregulated. The downregulation of this group of proteins likely accounts for the decrease in total protein synthesis that we have previously observed in DnaKJ depleted cells [23]. In particular, levels of the highly abundant translation factor EF-Tu (encoded by *tuf*), and the small ribosomal protein RpsF were notably reduced (by 45% or 44%, respectively) (Fig 7A). Importantly, compromised activity of σ^32^ in the *rpoH(D252G)* and *rpoH(Q202R)* backgrounds restored EF-Tu levels in DnaKJ-depleted cells (Fig 7B), demonstrating that the observed downregulation depends on σ^32^.

**Fig 7:**
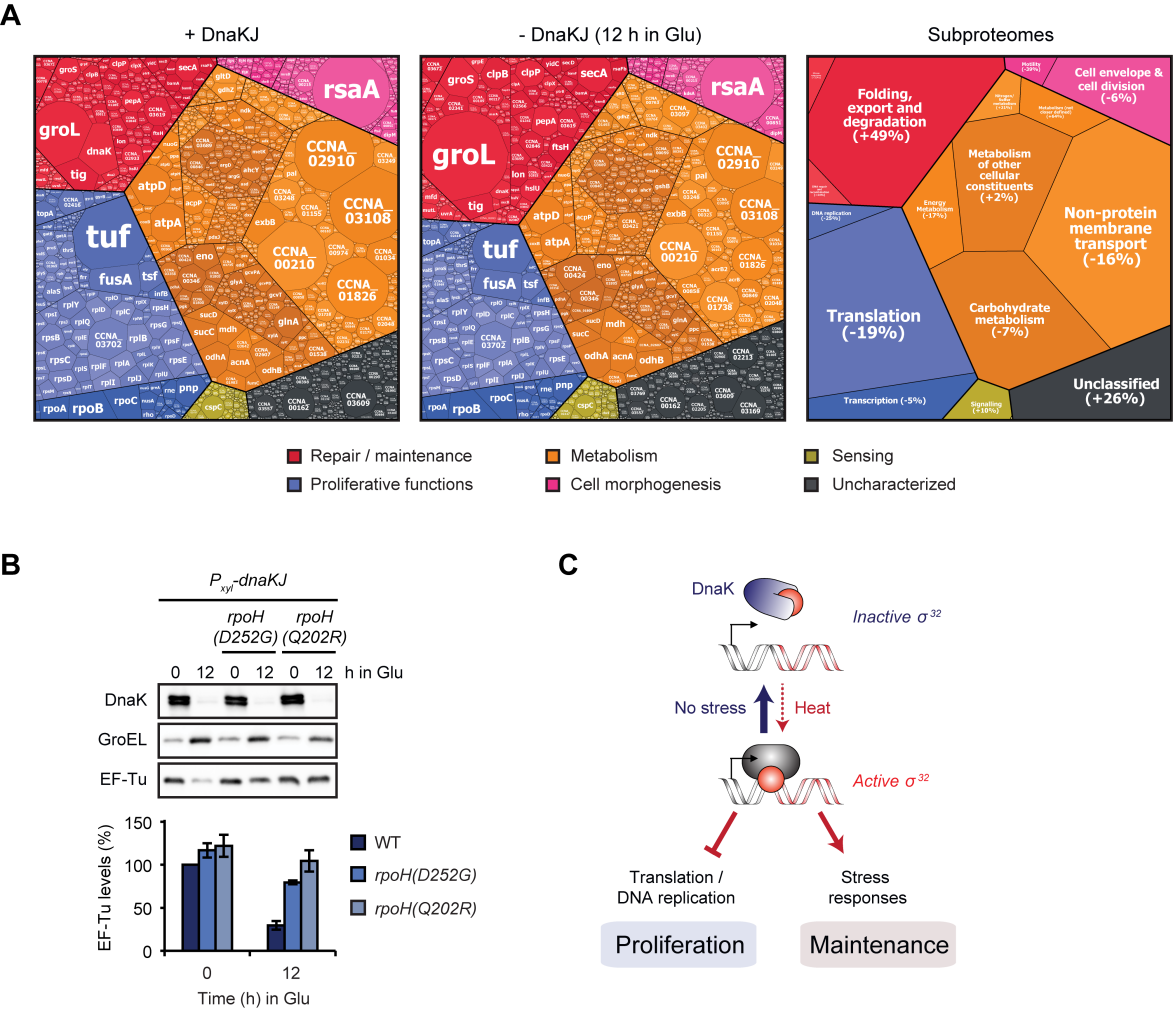
σ^32^-dependent re-allocation of the molecular investment between mass fractions of the proteome. (A) Proteomaps showing the amino acid investment of cells into different cellular processes of *dnaKJ*-expressing and DnaKJ-depleted cells (12 h in Glu). The treemap on the right shows the functional categories of subproteomes that are represented in the map and the percentual changes of their mass fraction after 12 h of DnaKJ-depletion compared to undepleted cells. The size of each area of the mosaic reflects the abundance of the corresponding protein. See S10 Fig for an additional treemap. (B) Western blots showing DnaK, GroEL and EF-Tu steady state levels in the presence of DnaKJ and after 12 h of DnaKJ depletion in different genetic backgrounds. Quantifications are shown as the means of independent duplicates. Error bars represent standard deviations. (C) Model illustrating how the interaction between DnaK and σ^32^ reciprocally controls proliferative and maintenance functions. σ^32^ upregulates stress pathways while downregulating global protein synthesis and DNA replication. Growth and proliferation under non-stress conditions strictly depends on DnaK, which keeps σ^32^ activity low. Under heat stress conditions σ^32^ is released to re-allocate resources from proliferative to maintenance functions.

Taken together our results demonstrate that induction of σ^32^ in DnaKJ-depleted cells induces wide proteome changes and a reorganization of cellular functions. While the major proteome fractions dedicated to repair and maintenance functions were upregulated, major subproteomes required for the growth-promoting functions of protein translation, DNA replication and for certain metabolic processes were downregulated.

## Discussion

In this study we have analyzed in detail the essential function of DnaK in an α-proteobacterium in which the chaperone is strictly required for growth at all temperatures. Our study demonstrates that the reason for DnaK's essentiality under non-stress conditions is its role in repressing σ^32^ activity and in this way counteracting extensive reprogramming of global gene expression, with growth-inhibitory consequences (Fig 7C). The ancestral function of DnaK as a folding catalyst is required only at elevated temperatures. Under optimal conditions it is dispensable and its loss can be compensated by other chaperones and proteases. Our data highlight that gene essentiality can have multiple causes that differ depending on the growth condition; in the case of DnaK, two essential functions switch in a temperature-dependent manner.

Our conclusions regarding DnaK's essentiality are based on suppressor mutations that bypass the lethality of DnaK depletion and that all act by attenuating σ^32^ activity (Fig 4C). Besides *cis*-acting mutations in the *rpoH* gene that reduce σ^32^ activity, we also identified mutations in *rpoD*, *rpoB* and *hslU* that reduce σ^32^ activity *in trans*, providing important new insight into the regulatory pathways controlling σ^32^ activity. Most notably, a mutation in *hslU* led to increased σ^32^ degradation, and a mutation in the *rpoD* promoter resulting in higher levels of the housekeeping σ^70^ negatively affected σ^32^-dependent gene expression. HslUV is the most recently identified ATP-dependent bacterial protease [40]. Despite much biochemical and structural insight, the physiological roles of this protease remain poorly understood and only few confirmed substrates are known in *E*. *coli*. In *Caulobacter*, which has advanced as an important model for regulated proteolysis [41], no substrates have yet been identified for this protease. Past work proposed that HslUV together with the other cytosolic proteases might degrade σ^32^ in *E*. *coli* [42]. A follow-up study showed that purified *E*. *coli* HslUV degrades *E*. *coli* σ^32^ *in vitro* at elevated temperatures [43]. In our experiments, we observed that the *hslU(Δ201-203HKT)* mutation caused rapid FtsH-independent degradation of σ^32^. By contrast, we did not observe degradation of σ^32^ by wild type HslUV, indicating that removal of the three amino acids HKT in the substrate recognition region of HslU may alter substrate selectivity or alternatively, bypass the need for an accessory factor that is required to deliver σ^32^ to HslUV and might be present only under certain conditions. Future work will characterize the discovered HslU mutation in more detail and elucidate the role of wild type HslUV in σ^32^ degradation.

Our data also demonstrate that elevated levels of the housekeeping σ^70^ can negatively affect σ^32^-dependent gene expression, demonstrating that the two sigma factors are able to influence each other. In agreement with sigma-competition models [29,30], our data suggest that σ^70^ outcompetes σ^32^ for binding to the RNAP and in this way reduces σ^32^-dependent transcription. Previous work showed that under heat stress conditions σ^70^ is aggregation prone [44], which might further relieve competitive pressure on σ^32^ when necessary. While our data demonstrate that increased σ^70^ levels can inhibit σ^32^, it is possible that conversely high levels of active σ^32^ during heat shock or DnaK depletion inhibit σ^70^ from associating with the RNAP. A σ^32^-induced reduction of σ^70^-dependent transcription could contribute to the global gene expression changes that we observed in our RNA-sequencing experiments.

Mutations reducing σ^32^ activity have also been found to improve growth at low temperatures in a *dnaK* deletion mutant in *E*. *coli* [27]. In an analogous way, growth defects at physiological temperatures after loss of the cytoplasmic Hsp70s SSA1 and SSA2 in yeast can be suppressed by mutations that attenuate the functionality of the heat shock transcription factor HSF1 [45]. The emergence of regulatory interactions between Hsp70 homologs and heat shock response effectors during evolution has thus added a new layer of cellular dependency on a chaperone system whose main ancestral function as a folding catalyst is dispensable at optimal temperatures. Noticeably, in *Bacillus subtilis*, a member of the firmicutes, which does not possess σ^32^, deletion of DnaK has almost no observable consequences in the absence of stress [46]. It remains to be studied whether the deleterious effects of DnaK loss in other proteobacteria are linked to increased σ^32^ activity and global gene expression changes and how the functions of DnaK are utilized for survival in other bacterial groups.

Our data demonstrate that liberated σ^32^ activity shifts cellular resources from proliferative functions to cytoprotective functions. While this re-allocation leads to detrimental growth defects under favorable conditions, it could represent an effective way to protect stress sensitive processes and to re-allocate resources to active stress adaptation. In particular, nascent proteins are aggregation prone since incomplete polypeptides cannot yet fold into their native conformation and are threatened by unproductive interactions with other chains emerging from neighboring ribosomes [47]. Slowing down growth and global protein synthesis can provide advantageous conditions for protein folding when the chaperoning capacity is limited [13,48]. Furthermore, slowly growing or dormant cells are often resistant to certain stress conditions like antibiotic treatment [49].

## Materials and methods

Strains, plasmids, and primers used are listed in S1 Table. Plasmid and strain construction procedures are described in S1 Text.

### Bacterial growth conditions

*C*. *crescentus* cultures were grown in the complex medium PYE or the minimal medium M2 with the following supplements if required: 0.3% xylose, 0.2% glucose, 3% sucrose, 1 mM IPTG or 500 mM vanillate. Antibiotics were added in concentrations as described earlier [23]. Liquid cultures were routinely grown while shaking at 200 rpm at the desired temperatures and regularly diluted to assure growth in the exponential phase. To deplete proteins of interest, cells were washed two times with PYE by centrifugation (6000 g, 4 min) before resuspension in medium devoid of the inducer. Transductions were performed using ϕCr30 as described previously [50]. *E*. *coli* was grown for cloning purposes in LB supplemented with antibiotics as necessary at 37°C.

### Genetic screen for DnaKJ depletion suppressors

We performed the suppressor screen with strain ML2009 [23] a derivative of the xylose-dependent DnaKJ depletion strain SG400 [21], which contains a chloramphenicol resistance-conferring high copy plasmid carrying *P*_*vanA*_-*dnaA*. Shifting the cells from a xylose-containing to a glucose-containing medium results in a block of *dnaKJ* expression while addition of vanillate allows for the inducible overproduction of the DNA replication initiator DnaA. Overly high levels of DnaA are lethal and can be counteracted by increased degradation through the protease Lon which is upregulated as part of the heat shock response after depletion of DnaKJ [23]. By overproducing DnaA in DnaKJ-depleted cells, we intended to produce selective pressure against restoration of DnaKJ levels through mutations in the xylose-dependent promoter or *xylR* which would fully abolish heat shock gene induction and thus decrease degradation of DnaA.

ML2009 cells were depleted of DnaKJ for five hours without overproduction of DnaA in PYE liquid medium containing glucose and chloramphenicol. 100 μL of log-phase culture (OD_600_ of 0.1–0.4) were plated on PYE agar plates containing glucose/chloramphenicol/vanillate to repress DnaKJ synthesis and to induce overexpression of *dnaA*. Colonies appearing after three, four and five days of incubation at 30°C were restreaked on PYE plates supplemented with either xylose/chloramphenicol or glucose/chloramphenicol/vanillate. Cells grown on the latter medium were restreaked on plates containing xylose/chloramphenicol/vanillate to check for continued lethality of *dnaA* overexpression in the presence of DnaKJ and to confirm the absence of mutations reducing DnaA functionality. Clones incapable of growing on xylose/chloramphenicol/vanillate were cultured overnight in liquid PYE medium supplemented with either xylose/chloramphenicol or glucose/chloramphenicol/vanillate. Cells grown under DnaKJ producing (PYE supplemented with xylose/chloramphenicol) as well as DnaKJ-depleting and DnaA-overproducing conditions (PYE supplemented with glucose/vanillate/chloramphenicol) were frozen and tested for the absence of DnaK by western blot. The majority of clones which arose after three or four days of incubation on the initial plate had restored DnaK levels to varying degrees, indicating that these clones harbored mutations in the xylose-inducible promoter. By contrast, in most clones that appeared after five days, DnaK levels were as low as in the parental strain following 24 hours of depletion, indicating that these clones have acquired mutations that allow them to grow in the absence of DnaK. Suppressors in *rpoH* were identified by conventional sequencing of the *rpoH* gene. The other suppressor clones were verified for the absence of mutations in the gene encoding the XylR repressor or in *P*_*xyl*_ upstream of the *dnaKJ* operon and then subjected to whole genome sequencing. In addition to mutations in *rpoH*, *rpoB*, *rpoD* and *hslU*, we also identified five mutations in other genes (S2 Table). Because of genetic instability and difficulties to re-introduce these mutations into the DnaKJ depletion strain, these clones were excluded from further analysis.

### Whole genome sequencing

Whole genome sequencing was performed by GENEWIZ, South Plainfield, NJ using an Illumina Nextera XT DNA prep workflow and sequencing on MiSeq with 2x150bp configuration. Mapping to the *Caulobacter crescentus* NA1000 (NC_011916) reference sequence was performed for each of the samples, after which detection of SNPs/INDELs was conducted.

### Microscopy

Cells analyzed by phase-contrast microscopy were fixed with 1% formaldehyde immediately after sampling and stored at 4°C. Prior to analysis the cells were mounted on PYE 1% agarose pads. Phase contrast images were obtained using a T*i* eclipse inverted research microscope with a 100x/1.45 NA objective (Nikon). The images were processed with Fiji (ImageJ).

### Flow cytometry

Flow cytometry samples were prepared as previously described [51] and analyzed with the BD LSRFortessa (BD Biosciences) flow cytometer. For each sample 30000 cells were analyzed. The experiments were performed in biological replicates and representative results are shown. The obtained data were analyzed and processed with FlowJo.

### Western blot analysis

Sample preparation and western blot analysis was performed as previously described [52]. Equal loading of total protein and the quality of the transfer was assessed through protein visualization using the TCE in-gel method [53]. The following primary antibodies were used in appropriate dilutions: α-DnaK (this study), α-DnaA [54], α-GroEL (kindly provided by S. L. Gomes), α-CtrA (kindly provided by M. Laub), α-FtsZ (kindly provided by M. Thanbichler), α-σ^32^ (clone 3NR3, BioLegend Cat. No. 663402 (used in experiment for Fig 3B) and an antibody kindly provided by F. Narberhaus (used in all other experiments), α-σ^70^ (clone 2G10, BioLegend Cat. No. 663203), α-RpoB (clone 8RB13, Biolegend Cat. No. 663903) and α-EF-Tu (clone 900, Hycult Cat. No. HM6010). The primary antibodies were detected using secondary HRP-conjugated antibodies. SuperSignal Femto West (Thermo Scientific) served as detection reagent. The blots were scanned using the Chemidoc (Bio-Rad) system. Relative band intensities were quantified with the Bio-Rad Image Lab software and images were processed with Fiji (ImageJ).

### DnaK antibody production

His_6_-DnaK was expressed from the pML375-*dnaK* plasmid and purified by Ni-NTA affinity chromatography as described previously [55]. The purified His_6_-DnaK was used to generate rabbit polyclonal antisera against DnaK (Davids Biotechnologie GmbH).

### Spot colony formation assays

Cell cultures with an OD_600_ corresponding to the exponential phase of wild type cells (OD_600_ 0.1–0.4) in PYE were diluted to OD_600_ 0.05 and serially diluted 1:10 before 2 μL of each dilution were spotted on PYE rich or M2 minimal medium agar plates.

### Growth monitoring using plate readers

Cultures were diluted to an OD_600_ of 0.025 before being added as 100 μL volumes into sterile 96 well plates. Cells were cultured shaking at 30°C and measured every 10 min using either an infinite 200 Pro (Tecan) (linear shaking amplitude 3.5 mm) or a SpectraMax i3x (Molecular Devices) (linear shake intensity set to high) plate reader.

### *In vivo* protein aggregation assay

The *in vivo* aggregation protocol was adapted from previously published procedures [19,56,57]. About 40 OD_600_ units of exponential cells were rapidly cooled in an ice-water bath and pelleted (6000 g, 10 min, 4°C). All following steps were performed at 4°C and buffers used during or after cell lysis were supplemented with cOmplete ULTRA protease inhibitor cocktail (Sigma-Aldrich). The pellets were washed once in buffer A (50 mM Tris/HCl pH8.0, 150 mM NaCl) and resuspended in 4 mL buffer A supplemented with 12 U/mL benzonase (Merck Millipore Cat. No. 70746). Cells were lysed by two passages at 1000 psi in a FRENCH Press using a Manual-Fill Mini-Cell (FA-003) (Thermo Spectronic). Lysates were centrifuged (5000 g, 10 min) two times in order to remove intact cells. The protein concentration of the cleared lysate was measured by Bradford assay and 3 mL were centrifuged (20000 g, 20 min) to pellet the insoluble protein fraction. The supernatant was discarded, the pellets were resuspended in 300 μL buffer A and subsequently sonicated in a Bioruptor (Diagenode) (set to high, 1 cycle for 30 s, 4°C) followed by a centrifugation (20000 g, 20 min) for washing. This procedure was repeated two more times using buffer A supplemented with 1% (v/v) Triton X-100 with an incubation of 1 h on ice with regular vortexing prior to the sonication, before a last wash step identical to the first one was performed. The protein pellet was resuspended in 100 μL buffer A by sonication (set to high, 1 cycle for 30 s, 4°C), supplemented with 5x SDS loading buffer and heated to 95°C for 10 min. Protein fractions were normalized to each other according to the concentration measurements of the Bradford assay by addition of 1x SDS loading dye.

### β-galactosidase activity measurements

Cells containing the *P*_*dnaKJ*_-lacZ (pDel1) reporter were harvested from exponential phase (OD_600_ 0.1–0.4) PYE (supplemented with tetracycline for maintenance of the reporter plasmid) liquid cultures grown shaking at 30°C. β-galactosidase activity was measured using the standard protocol [58].

### Quantitative RT-PCR

RNA was isolated from log phase bacterial cultures grown shaking at 30°C using the RNeasy mini kit (Qiagen). Equal amounts of RNA were reverse transcribed into cDNA using the iScript cDNA synthesis kit (Bio-rad). The obtained cDNA served as template in a real-time PCR reaction using the iTaq universal SYBR Green Supermix (Bio-rad). For the analysis of 16S rRNA or *hslU* mRNA levels in each sample, the primer pairs RT_16SFor/RT_16SRev and OFS399/OFS400 were used, respectively. The analysis was performed using a StepOnePlus real-time PCR system (AppliedBiosystems, Foster City, CA) in standard run mode. For each reaction a dissociation curve was run after completion to rule out detection of primer dimerization or amplification artifacts. Gene expression profiles of *hslU* were normalized against 16S rRNA levels as endogenous control. Relative expression levels were calculated employing the comparative Ct method.

### Quantitative chromatin immunoprecipitation (qChIP) assays

Samples were prepared according to a previously published protocol [59] with the modifications to the protocol and the subsequent qRT-PCR as described in Heinrich *et al*. 2016 [52]. For immunoprecipitation of σ^32^-DNA complexes an α-σ^32^ antibody (kindly provided by F. Narberhaus) was applied in a 1:400 dilution. For measuring promoter occupancy by σ^32^, qRT-PCR assays were performed with primers OFS984/OFS985 amplifying a 100 bp region encompassing the heat shock-inducible promoter of the *hslVU* operon, corresponding to a σ^32^-binding site according to Haakonsen *et al*. 2015 [38].

### *In vivo* degradation assay

*In vivo* protein degradation rate measurements were performed as previously described [23]. Chloramphenicol was used at a concentration of 100 μg/mL to shut down protein synthesis.

### RNA sequencing, transcriptome and ChIP-seq data analysis

RNA was extracted from cell pellets using the RNeasy mini kit (Qiagen). RNA-sequencing was performed by GENEWIZ, South Plainfield, NJ. Fold changes were calculated as the ratio between the normalized expression values of the respective DnaKJ depletion samples or the σ^32^(V56A) overexpression and the non-depleted *P*_*xyl*_*-dnaKJ* reference sample. Transcripts were considered differentially regulated after DnaKJ depletion in the WT background when they were at least twofold up- or downregulated after six and nine hours of depletion (S3 Table). 

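After the change from xylose to glucose, the xylose dehydrogenase gene *xylB* had a log2 fold of -5.83 and *xylA* of -5.60 after 6 h, and all 5 genes of this list were at least 2-fold lower at both times and in every other library. The CCNA_03149 gene, a beta-xylosidase, had -4.98 at 6 h and at 9 h, and *dnaK* had -4.72 and -4.53. CCNA_03097, the highest after 6 h, had 7.29 at 9 h, and *clpB* had 4.07. After 6 h, 523 of 4070 genes were at least 2-fold higher and 444 lower, and after 9 h 687 and 707 of 4071. At both times 497 were higher and 427 lower.
The median of all genes lay at -0.16 at both times. Median-of-ratios scaling moved it by 0.18 at 6 h and 0.17 at 9 h, TMM scaling by 0.17 and 0.14, and CPM scaling by -0.15 and -0.28. The split at 6 h was then 674 higher and 204 lower, 667 and 210, or 479 and 481, that at 9 h 868 and 406, 841 and 434, or 624 and 926, and at both times together 192 genes were lower under the first and 199 under the second.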

Gene expression data are available at the Gene Expression Omnibus repository: GSE102372.

For the identification of putative direct transcriptional targets of σ^32^ we used published ChIP-seq data from Haakonsen *et al*. 2015 [38] (GSM1906341). Peaks were defined where the read density remained above 10, assigned to the position where their maximum value was found (+/- 10 bp due to binning of the original data), and summed to determine the peak area. We then searched for ORFs with a translation start site within 200 bp up- and 60 bp downstream of the peak maximum. ORFs were considered to be in an operon if specified by Schrader *et al*. [60] in which case all peaks potentially affecting transcription of the ORF were considered.

### Quantitative proteomics

For quantitative proteomics experiments 100 mL cultures of SG400 cells grown in PYE xylose or in PYE glucose for 12 h to an OD_600_ between 0.1 and 0.4 were rapidly cooled in an ice water bath. The cultures were pelleted (6000 g, 10 min, 4°C) and washed once with ice-cold ddH_2_O. Each condition was cultured as independent biological triplicates. The cell pellets were kept at -80°C before analysis. Protein digestion, TMT10 plex isobaric labeling and the mass spectrometrical analysis was performed by the Clinical Proteomics Mass Spectrometry facility, Karolinska Institute/Karolinska University Hospital/Science for Life Laboratory. Sample protein abundances were normalized to portions of 100% for each sample and each protein quantity mean of the experimental sample was divided by the mean of the control sample. The statistical significance of the log_2_-fold changes was assessed using *p*-values obtained based on Student’s t-test (S3 Table). Proteins were considered differentially regulated after DnaKJ depletion when they were at least 1.5-fold up- or downregulated.

### Proteomaps

Proteomaps were generated as previously described [39,61]. Functional categorizations were manually assigned to the proteins identified through mass spectrometry using KEGG pathway maps, gene ontology (GO—biological process) as basis and by literature search (S3 Table).

## Supporting information

S1 Fig The DnaKJ chaperone system is required for growth on minimal medium and both chaperones are essential in isolation. (A) Colony growth of wild type cells and the DnaKJ depletion strain grown for the indicated time at different growth temperatures on M2 minimal medium plates containing either glucose or xylose. (B) Colony growth of a DnaKJ depletion strain harboring an additional copy of *dnaJ* under the control of the chromosomal *P*_*vanA*_ promoter at different growth temperatures. Growth was assessed under conditions promoting expression of *dnaKJ* and *dnaJ* (+ Xylose + Vanillate) and under conditions only expressing *dnaJ* (+ Glucose + Vanillate). (C) Spot colony formation assay of a vanillate-dependent DnaJ depletion strain at different temperatures under non-depleting (+ Vanillate) and depleting (- Vanillate) conditions.
(EPS)

S2 Fig Graphical summary of the locations of the identified suppressor mutations. Amino acid sequence changes are shown on the protein domain structures of σ^32^, RpoB and HslU while changes affecting a non-coding sequence are shown for the DNA sequence spanning the promoter region of *rpoD*. Amino acid exchanges previously identified in σ^32^ [23] are labeled in red.
(EPS)

S3 Fig Spot colony formation assay of the parental DnaKJ depletion strain and its different genetic derivatives under non-depleting conditions. Cells were spotted in different dilutions on PYE xylose and incubated at 37, 30, 22 and 15°C for the number of days indicated.
(EPS)

S4 Fig σ^32^-levels in the parental DnaKJ depletion strain and its different genetic derivatives. The western blot shows σ^32^ steady-state levels after 9 h depletion of DnaKJ in the different genetic backgrounds. Quantifications are based on three independent replicates. Error bars represent standard deviations.
(EPS)

S5 Fig Deletion of *rpoH* restores DNA replication in DnaKJ depleted cells. Phase contrast microscopy and flow cytometry show the cell cycle phenotypes of WT and *ΔrpoH* cells depleted for DnaKJ for 24 h at 30°C.
(EPS)

S6 Fig The *hslVU(Δ201-203HKT)* mutation does not induce the degradation of CtrA, FtsZ or RpoB. The stability of CtrA, FtsZ and RpoB was measured after 8 h of DnaKJ depletion in the *hslU* wild type and the *hslVU(Δ201-203HKT)* background by *in vivo* degradation assays. Quantifications are shown as the means of independent triplicates. Error bars represent standard deviations.
(EPS)

S7 Fig Spot colony formation assays of the DnaKJ depletion strain harboring different *hslU* and *hslV* overexpression constructs under non-depleting and non-inducing conditions. SG400 cells containing either the empty pJS14 or pJS14-based expression constructs for the vanillate-dependent overexpression of *hslV*, *hslU*, *hslU(Δ201-203HKT)*, *hslVU* or *hslVU(Δ201-203HKT)* were spotted on PYE agar allowing for the expression of DnaKJ (+Xyl) and incubated at different temperatures for the time periods indicated.
(EPS)

S8 Fig σ^32^ steady state levels of mutant variants of σ^32^ and *in vivo* stability of the σ^32^(V56A) variant. (A) Steady state levels of σ^32^ in a *P*_*dnaK*_::*Tn* strain harboring either the empty vector pJS14 or a plasmid for the vanillate-inducible overexpression of *rpoH*, *rpoH(V56A)*, *rpoH(V56A; Q202R*) or *rpoH(V56A; YWW*::*AAA)* before and after induction for two hours. (B) *In vivo* stability assay comparing the degradation of wild type σ^32^ and σ^32^(V56A) after one hour of vanillate-dependent overproduction from the high copy plasmid pJS71 in a wild type background. Quantifications are shown as the means of independent triplicates. Error bars represent standard deviations.
(EPS)

S9 Fig Proteomics, additional gene expression comparisons and functional classification of σ^32^-regulated genes. (A) Gene scatter plots for the following comparisons of gene expression and proteomic data: i) 9 h of DnaKJ depletion versus 6 h of DnaKJ depletion, ii) 9 h of DnaKJ depletion in the *rpoH(D252G)* background versus 9 h of DnaKJ depletion in the wild type background, iii) 9 h of DnaKJ depletion in the *rpoH(D252G)* background versus 6 h of DnaKJ depletion in the *rpoH(D252G)* background, iv) protein fold changes after 12 h of DnaKJ depletion versus mRNA fold changes after 6 h of DnaKJ depletion in the *ΔrpoH* background. Red triangles represent proteases and chaperones marked in the heat map in Fig 6C. m, as the slope of the linear regression is shown when the corresponding R^2^ designates a close fit of the data points and allows for a direct comparison of gene induction in samples of the same strain background. (B) Functional classification of genes differentially regulated due to high σ^32^-activity (intersection between the blue and red gene groups (shown in white and pink) in Fig 6B. (C) Volcano plot showing protein abundance fold changes and their corresponding statistical significance. Proteins up- or downregulated 1.5 times with p **≤** 0.05 were considered as differentially regulated.

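CCNA_02966, the Dps family gene, had log2 folds of 5.08 at 9 h with wild type *rpoH* and 3.81 with *rpoH(D252G)*, and *hslU* of 4.89 and 3.99. The small heat shock protein gene CCNA_02341 had 5.05 and 5.22. The flagellin gene *fljK* had -3.90 at 9 h with wild type *rpoH* and -3.02 with *rpoH(D252G)*, with part of its reads shared with other flagellin genes, and *nrdE* had -2.94 and -2.03. Across 4069 genes the log2 folds at 9 h and 6 h of depletion gave an R2 of 0.916 (0.901 to 0.930) and a slope of 1.17. No-effect simulations of this pair gave an R2 of 0.255 and a covariance of 0.0049, or 0.094 with added noise, where 1.33 was observed. At 9 h, *rpoH(D252G)* against wild type *rpoH* gave an R2 of 0.923 (0.907 to 0.936) and a slope of 0.73. Within *rpoH(D252G)*, 9 h against 6 h gave 0.905 (0.890 to 0.919) and 1.07, with 465 genes at least 2-fold higher and 377 lower at 9 h, or 594 and 255 under median-of-ratios scaling, which moved the median of all genes by 0.10. Among the 337 higher σ32-regulated genes, 331 were closer to the undepleted level with *rpoH(D252G)* at 9 h than with wild type *rpoH*, by a median of -0.71. Among the 82 lower genes 79 were, by 0.59. These genes were selected on the wild type values at 9 h, which favours such a result by an amount that was not measured. Protein data for these strains were not analysed here.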

(EPS)

S10 Fig Proteomap showing changes of the molecular investment into proteins after 12 h of DnaKJ depletion. Alternative visualization of the proteomaps shown in Fig 7A. In this map relative fold changes in the abundance of each protein are shown after 12 h of DnaKJ depletion in comparison to non-depleted cells. The color code indicates the level of up- or downregulation of a protein, where blue corresponds to downregulation and red to upregulation. Statistically insignificant changes are labeled in dark gray. The size of each area in this map is defined by the average (three independent replicates per experimental condition) relative molecular investment (protein relative molecular count multiplied by sequence length).
(EPS)

S1 Table Strains, plasmids and primers used in this study.

S2 Table Mutations identified in the DnaKJ depletion suppressor screen.

S3 Table Processed RNA-seq, ChIP-seq and proteomics data including the hierarchy file used for functionally classifying the *Caulobacter crescentus* NA1000 proteome.

S1 Text Extended materials and methods describing plasmid and strain construction.

# Supplementary material for: An essential regulatory function of the DnaK chaperone dictates the decision between proliferation and maintenance in Caulobacter crescentus
**Source:** PLoS Genet. 2017 Dec 27;13(12):e1007148. doi: 10.1371/journal.pgen.1007148
**Supplement:** S1 Text

**Text S1**

**Extended Materials and Methods**

**Plasmid construction**

**Integrating plasmids**

**Construct for vanillate-dependent expression of *dnaJ* from the chromosomal *vanA* locus (pKJ747):** *dnaJ* was amplified from chromosomal DNA of *C. crescentus* using primers MT1/2. The amplified fragment was cloned into the vector pVVENN-2 using the *Nde*I/*Sac*I restriction sites.

***dnaJ* deletion construct (pKJ814):** To exchange the *kan^R^*-cassette in pNPTS138 against a *spec^R^*-cassette, the latter was amplified from pJS71 using primers MT3/4 and cloned into pNPTS138 using the *Vsp*I/*Xho*I cut sites resulting in pKJ813*.* A fragment encompassing the 605 bp upstream and the first 15 bp of the *dnaJ* encoding sequence was amplified from the *C. crescentus* chromosome using MT7/8. The fragment harboring the 604 bp downstream and the last 30 bp of *dnaJ* was amplified with MT9/10. The *tet^R^*-cassette was amplified from pNPTS-*lon::tet^R^* [[1](#_ENREF_1)] with MT5/6. The fragments were assembled into the *Nhe*I/*Bam*HI precut pKJ813 by Gibson assembly [[2](#_ENREF_2)].

***rpoH* deletion construct (pKJ816):** A fragment containing the 600 bp upstream of the *rpoH* coding sequence was amplified using OFS39/59 and a fragment containing the 612 bp downstream of the gene was amplified with OFS60/42 using chromosomal DNA as a template. The purified fragments were fused in a PCR using OFS39/42 introducing a *Sac*I and *Pst*I cut-site between the homology regions. The obtained fragment was cloned into pNPTS138 using the *Eco*RI and *Hind*III restriction sites resulting in pKJ815. A *tet^R^*-cassette was amplified with OFS53/54 from pNPTS-*lon::tet^R^* [[1](#_ENREF_1)], restricted with *Sac*I/*Pst*I and ligated into the identically digested pKJ815.

***hslU* deletion construct (pKJ918):** The left flanking homology region containing the 695 bp upstream and the first 15 bp of the *hslU* gene was amplified from *C. crescentus* chromosomal DNA using OFS600/602. The right flanking homology region encompassing the last 27 bp and 678 bp downstream of *hslU* was amplified with OFS601/603. The *rif^R^*-cassette was amplified with OKH53/64 using pVMCS-3 [[3](#_ENREF_3)] as template. The fragments were assembled into OFS285/286 amplified pNPTS138 by Gibson assembly.

**Constructs for re-introducing the suppressor mutations (pKJ817 to pKJ823)**: The constructs were generated by assembling PCR-amplified left and right flanking homology regions into *Eco*RI/*Hind*III cut or OFS285/OFS286 amplified (in case of pKJ822 and pKJ823) pNPTS138 via Gibson assembly. Fragments with overlapping sequence stretches including the respective mutations were amplified using the primer pairs: OFS703/718 and OFS719/704 for pKJ817, OFS703/712 and OFS713/704 for pKJ818, OFS703/OFS714 and OFS715/OFS704 for pKJ819, OFS705/716 and OFS706/717 for pKJ820, OFS705/710 and OFS711/706 for pKJ821, OFS634/638 and OFS639/636 for pKJ822 as well as OFS595/598 and OFS597/596 for pKJ823.

**Construct for re-introducing the *rpoBP1272S* mutation (pKJ824):** A DNA stretch containing the 640 bp upstream of *rpoB*, the entire *rpoB* gene containing the missense mutation, the *rpoC* gene as well as 248 bp downstream were introduced into the multiple cloning site of pNPTS138 by Gibson assembly. The insert was amplified as three fragments of similar size using the primer pairs OFS731/734, OFS737/740 and OFS742/745 from genomic DNA of suppressor #24 (Table S3), respectively. The fragments were assembled with the *Eco*RI/*Hind*III-digested pNPTS138 by Gibson assembly. The final construct contained a silent C2922T base pair exchange in *rpoB,* which was not present in the original suppressor.

**Replicating plasmids**

***rpoD* overexpression construct (pKJ825):** *rpoD* was amplified using primers OFS314/315 and cloned into pBVMCS-2 [[3](#_ENREF_3)] using the *Nde*I/*Xba*I restriction sites.

**Empty vector control construct (pKJ826):** Two fragments containing the terminators *rrnB1B2* and *T500* [[4](#_ENREF_4)] in the sequence overlaps were amplified using the primer pairs OFS579/425 and OFS578/583 with pJS71 and pJS14 as template, respectively. The fragments were then joined by Gibson assembly.

**pJS14 based *rpoH*-overexpression constructs (pKJ827 to pKJ830):** The constructs were generated by assembly into OFS441/422 amplified pJS14 in a Gibson assembly reaction. For the amplification of the respective DNA fragment pairs, primer pairs were used as follows: OFS532/510 amplifying a fragment comprising the *rrnB1B2*-terminator fused to the 5’-end of *P_vanR__VanR_P_vanA_* and OFS491/533 amplifying the *rpoH* gene followed by the *T500*-terminator from chromosomal DNA for pKJ827*.* OFS532/178 and OFS177/533 were used for pKJ828 using pKJ827 as a template, OFS532/OFS516 and OFS515/OFS533 for pKJ829 as well as OFS532/OFS417 and OFS418/OFS533 for pKJ830, using pKJ828 as a template*.*

**pJS71 based *rpoH*-overexpression constructs (pKJ912 and pKJ831):** pKJ912 and pKJ831 were generated by amplifying *P_vanR__vanR_P_vanA__rpoH* and *P_vanR__vanR_P_vanA__rpoH(V56A)* from pKJ827 and pKJ828, respectively, using primers OFS237/487 and subsequent ligation into *Sac*I/*Xho*I cut pJS71.

**pJS71 based *rpoH(V56A)*- and *rpoD*-overexpression construct (pKJ881):** A vanillate-dependent *rpoHV56A*- and a xylose-dependent *rpoD*-expression cassette were cloned in opposite directions and separated by the *rrnB1B2* terminator. The fragment containing the *rpoD* gene was amplified using OFS505/506 and the fragment harboring *P_xylX_* flanked by the *rrnB1B2* terminator was amplified with OFS507/508 using pRXMCS-2 [[3](#_ENREF_3)] as a template. *P_vanR__VanR_P_vanA__rpoH(V56A)* was amplified with OFS509/512 using pKJ831 as a template. The fragments were assembled into OFS441/442 amplified pJS71 by Gibson assembly.

**pJS14 based *hslV*- and *hslU*-overexpression constructs (pKJ913-pKJ917):** The constructs were produced by assembling the amplified fragments into *Xho*I/*Sac*I cut pJS14 by Gibson assembly. For the generation of pKJ913, pKJ916 and pKJ917 a *P_vanR__VanR_P_vanA_* fragment was amplified using OFS513/924 for the assembly with either the OFS926/935 amplified *hslV* gene, the OFS926/928 amplified *hslVU* operon or the OFS926/928 amplified *hslVU* operon containing the *hslU(Δ201-203HKT)* mutation (chromosomal DNA of strain KJ841 was used), respectively. In order to construct pKJ914 and pKJ915 a *P_vanR__VanR_P_vanA_* fragment was amplified using OFS513/939 and assembled with OFS928/941 amplified *hslU* or *hslU(Δ201-203HKT)* (chromosomal DNA of strain KJ841 was used), respectively.

**DnaK expression construct pML375-*dnaK*:** Plasmid pML375-*dnaK* was constructed by first creating pENTR-*dnaK* and subsequently recombining it into pML375, a destination vector of pET-His6, using the Gateway LR clonase (Invitrogen). pENTR-*dnaK* was constructed by amplifying *dnaK* using the primers dnaK_F and dnaK_R from the *C. crescentus* chromosome. The fragment was subsequently cloned into pENTR using the pENTR/D-TOPO cloning system (Invitrogen).

**Strain construction**

**Strain allowing for isolated depletion of DnaK (KJ833):** SG400 cells were transformed with pKJ747 to integrate the vector at the *vanA* locus. The strain was verified by PCR.

**DnaJ depletion strain (KJ834):** *C. crescentus* NA1000 was first transformed with pKJ747 to integrate an ectopic copy of *dnaJ* at the *vanA* locus under the control of *P_van_.* The native copy of *dnaJ* was then deleted by transforming the cells with pKJ814, following a two-step recombination procedure [[5](#_ENREF_5)] under ectopic expression of *dnaJ* and selection for tetracycline resistance. Spectinomycin-sensitive clones unable to grow in the absence of vanillate had replaced *dnaJ* by the *tet^R^* cassette and relied on vanillate-dependent expression of *dnaJ* from the *vanA* locus as was also confirmed by colony PCR.

**DnaKJ depletion strains harboring re-introduced suppressor mutations (KJ835 to KJ842):** The suppressor mutations were re-introduced following the two-step recombination procedure after transforming SG400 cells with pKJ817*,* pKJ818*,* pKJ819*,* pKJ820*,* pKJ821*,* pKJ822*,* pKJ823 and pKJ824, respectively. Second recombinants were screened for kanamycin-sensitivity and the capability of growing in the absence of xylose. Positive clones were verified by colony PCR and sequencing. Stocks for cryoconservation were made from cell cultures originating from cells always grown in the presence of xylose to avoid the enrichment of secondary mutations.

***rpoH* knockout strains (KJ843 and KJ844):** The *tet^R^*-marked knockout of *rpoH* was introduced into NA1000 and SG400 cells by two-step recombination selecting for tetracycline resistance after transformation with pKJ816. Colonies grown on the sucrose containing counterselection plates at 30 °C for two days were phenotypically distinguishable by their different growth rates and the fact that only the slower growing colonies were kanamycin-sensitive. Colony PCR as well as Western blotting confirmed that the slower growing cells contained the *rpoH* deletion. We observed that during storage at -80 °C the viability of this strain decreased. For this reason we always re-made the strain prior to performing experiments with it by the procedure described above.

***hslU* knockout strain (KJ900):** The *rif^R^*-marked knockout of *hsU* was introduced into SG400 cells by two-step recombination. Kanamycin-sensitive second recombinants were screened by colony PCR and verified by sequencing.

**Strains harboring replicating plasmids (KJ845 to KJ876, KJ879, KJ901 to KJ911 and KJ919):** Replicating plasmids were transformed by electroporation into the desired strain backgrounds. Strains harboring both a high- and a low-copy plasmid were co-transformed.

**References**

1. Leslie DJ, Heinen C, Schramm FD, Thuring M, Aakre CD, et al. (2015) Nutritional Control of DNA Replication Initiation through the Proteolysis and Regulated Translation of DnaA. PLoS Genet 11: e1005342.

2. Gibson DG, Young L, Chuang RY, Venter JC, Hutchison CA, 3rd, et al. (2009) Enzymatic assembly of DNA molecules up to several hundred kilobases. Nat Methods 6: 343-345.

3. Thanbichler M, Iniesta AA, Shapiro L (2007) A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in Caulobacter crescentus. Nucleic Acids Res 35: e137.

4. Yarnell WS, Roberts JW (1999) Mechanism of intrinsic transcription termination and antitermination. Science 284: 611-615.

5. Skerker JM, Prasol MS, Perchuk BS, Biondi EG, Laub MT (2005) Two-component signal transduction pathways regulating growth and cell cycle progression in a bacterium: a system-level analysis. PLoS Biol 3: e334.

How the deposited data were processed for this re-analysis (not part of the article)

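RNA from 7 *C. crescentus* cultures of 4 strains was sequenced, with 1 library per condition and no replicates. The undepleted DnaKJ depletion strain in xylose served as the reference for the other 6 libraries, as in the paper's methods. These were the same strain after 6 h and 9 h in glucose, its *rpoH(D252G)* derivative after 6 h and 9 h, its Δ*rpoH* derivative after 6 h, and the *P*_*dnaK*_::*Tn* strain after 2 h of *rpoH(V56A)* overexpression. RNA was extracted with the RNeasy kit and sequenced by GENEWIZ on Illumina libraries, and reads were assigned to genes of the NA1000 genome. The aligner and the counting tool are not given in the sources used here.

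The deposited files of the authors hold, for each of 4085 genes, the count of all reads and of uniquely placed reads. The deposited RPKM values equal the count divided by gene length and by all reads in genes. The normalized RPKM values of the authors are RPKM after pairwise quantile normalization, in which a library and the undepleted library are given the mean of their sorted values. Rebuilding these from the RPKM gave 99.7% to 99.95% of the deposited values to within 0.1%. In the file of the undepleted library the normalized values belong to the pair with *rpoH(V56A)* (99.9% of values within 0.1%, other pairs 0.710% to 8.64%). For the other pairs, the undepleted values were therefore rebuilt from the RPKM. Reads in genes ranged from 27165397 to 31314776 per library. Ribosomal RNA made up 0.694% to 1.76% of these, tRNA 0.142% to 0.242%, and the surface layer gene *rsaA* 4.35% to 6.94%. Between 8 and 15 genes per library had 0 reads.

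A log2 fold is the log2 ratio of a library's normalized value to the undepleted value of the same pair, without a pseudocount, for genes above 0 in both. With 1 library per condition the spread between replicates was not measured. No test of a difference between conditions was run, so no p-value is given. Counting intervals are exact binomial 95% intervals of the read counts and cover counting error only. Their median width to either side was 0.057 on the log2 scale over the folds of 195 named genes. R2 is the squared Pearson correlation of log2 folds across genes, with the slope of the linear regression and an interval from 500 resamplings of blocks of 20 genes. Its value without any difference between libraries came from 200 simulations of read counts. In these all libraries, the shared undepleted one included, were drawn from the pooled counts.

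A gene was counted as σ32-regulated when it was at least 2-fold higher, or lower, after 6 h and 9 h of depletion and with *rpoH(V56A)*. Its log2 fold at 6 h also had to be at least 1 above that in Δ*rpoH* for higher genes, or at least 1 below it for lower genes. Genes with a σ32 ChIP-seq signal, functional classes and protein values came from the paper's S3 Table. Its ChIP-seq sheet and its sheet of 420 genes for the heat map were complete, and of its RNA-seq sheet the first 1998 of 4215 entries were held. The 28 gene lists were fixed before the data were examined, although S3 Table values of about 50% of the genes had been seen by then. They cover heat shock genes of Fig 6C, which the study chose on these libraries, chaperones and proteases, translation, transcription, replication, nucleotide synthesis, cell division, cell cycle, motility, adhesion, TonB-dependent receptors, respiration, the citric acid cycle, stress responses, xylose and vanillate use, phosphate uptake, the outer membrane, toxin-antitoxin systems, transposases, fatty acid synthesis, tRNA and non-coding RNA. For each list the members at least 2-fold higher or lower, the median log2 fold and its percentile among 10000 random lists matched on mean expression in 20 bins are given. The percentile describes these libraries only. Random lists were drawn gene by gene, without keeping neighbours together. List members that share an operon are not independent, so extreme percentiles can overstate how unusual a list is. Descriptions were held for 2410 of the 4085 genes, so lists defined in whole or in part by description words can miss members. Some descriptions came from the heat map and ChIP-seq sheets, which favours σ32-regulated genes in such lists.

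Named genes follow a rule fixed before the data were examined, with the same S3 Table values seen. They are *dnaK*, *dnaJ* and *rpoH*, the genes the paper names with these data, *tuf*, *rpsF*, *dnaA* and *lon*, the 10 highest and 10 lowest genes of each main comparison among genes with a mean of at least 100 reads, up to 4 members of each list with the largest log2 fold after 6 h of depletion, and genes with a log2 fold beyond 2 in Δ*rpoH*. After 6 h of depletion the 10 were ranked by the smaller of the 6 h and 9 h folds. Genes named for other reasons are marked where they appear. Alternatives fixed before the data were examined were median-of-ratios scaling, TMM scaling with edgeR 4.0.16 in R 4.3.3, CPM scaling, a pseudocount of 1 and means of at least 10 or 100 reads. Also fixed then were thresholds of 1.5-fold and 3-fold, 6 h of depletion alone, Δ*rpoH* itself under 2-fold, the squared Spearman correlation, protein-coding genes alone and a comparison with no shared library. CPM is the count over all reads in genes other than rRNA and tRNA genes. RPKM without further scaling, the deposited normalized values as they stand, uniquely placed reads and R2 without *glnA3* were added after seeing the data.

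The scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data in which 200 of 4085 genes were changed. The rule for σ32-regulated genes then found 16.0% of genes changed exactly 2-fold and 100% of those changed 3-, 4- or 8-fold, with 0 false calls. The simulated counts carried counting error alone, without variation between cultures. Changed genes and false calls were taken among genes with a mean of at least 100 reads. The 0 therefore checks the scripts and is no error rate for the real libraries. ChIP-seq reads and mass spectrometry data were not analysed here.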

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

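No test was run on the results in this part, which stand out by their values alone. *rpoH* had a log2 fold of -4.48 in depleted Δ*rpoH* and of 2.77 in depleted cells with *rpoH*, and the difference was not tested. The gene is deleted in Δ*rpoH*, so the fold there rests on reads of unknown origin. The non-coding RNA gene CCNA_R0002 had -1.87 in Δ*rpoH* and 4.29 with *rpoH*, in opposite directions, and the difference was not tested. CCNA_02200 had -1.37 in Δ*rpoH* and 1.06 with *rpoH*, a difference that was not tested. CCNA_03503 had -1.31 in Δ*rpoH* and 1.01 with *rpoH*, which was likewise not tested. The text of the paper does not name *glnA3* (CCNA_03240), annotated with the symbol of a glutamine synthetase, which had 3667 reads upon *rpoH(V56A)* overexpression and at most 4 in any other library (ratio to the undepleted library 3667, exact 95% interval 658 to 144878), in a strain of another background than the other 6 libraries, whose differences at this locus were not analysed here, and next to CCNA_03239 with 1727 reads against 172 to 277.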

How the results depend on the processing

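Settings other than those of the passages were chosen before the data were examined, except RPKM without further scaling, the deposited normalized values as they stand, uniquely placed reads and leaving out *glnA3*, which were chosen after seeing the data. With 1 library per condition, intervals cover counting error only, and of 1169 folds of named genes 269 have a counting interval wider than 0.1 on the log2 scale to either side. The R2 with σ32(V56A) lay between 0.516 and 0.803, that in Δ*rpoH* between 0.100 and 0.161 and that with *rpoH(D252G)* between 0.898 and 0.948, and 1 factor per library leaves R2 unaffected by construction. Of the values of named genes under the other settings, 4283 stayed within their counting interval, 2716 moved beyond it and none of a gene at least 2-fold away from the undepleted library changed sign. Of the list medians 889 stayed within their interval, 117 moved beyond it, and 2 changed sign in a list whose median lay at either end of those of random lists. Changes of sign numbered 60 in all, 58 of them in lists with a median well within those of random lists. Of the gene counts 114 stayed within 1.5 times the reported count and 40 did not, and at 1.5-fold 21 counts of list members moved. A filter on low reads, a pseudocount and uniquely placed reads moved no list median, gene count or R2 beyond these limits. Changed thresholds move counts by construction, and for all other values that moved the cause was not tested.

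R2 was 0.516 with no shared library, and as squared Spearman correlation 0.898 for *rpoH(D252G)* at 6 h, 0.901 for 9 h against 6 h of depletion, 0.904 for *rpoH(D252G)* at 9 h and 0.842 for 9 h against 6 h within *rpoH(D252G)*. The slope was 0.811 for *rpoH(D252G)* at 6 h and 0.748 at 9 h with the deposited normalized values as they stand, and 0.665 for σ32(V56A) with no shared library. Genes at least 2-fold lower numbered 204 after 6 h, 406 after 9 h, 144 with *rpoH(D252G)* at 6 h and 192 at both depletion times under median-of-ratios scaling, and 210, 434, 145 and 199 under TMM scaling. In Δ*rpoH*, 419 were higher and 75 lower with CPM scaling and 424 and 74 with RPKM without further scaling. At 1.5-fold, 818 were higher and 1009 lower after 6 h of depletion, 1034 and 1277 after 9 h, 776 and 948 at both times, 677 and 777 with *rpoH(D252G)* at 6 h, 767 and 931 at 9 h, 505 and 362 in Δ*rpoH* and 746 and 868 with σ32(V56A). At 3-fold these were 303 and 112, 421 and 279, 299 and 107, 216 and 68, 271 and 111, 88 and 44, and 238 and 85. The lower σ32-regulated genes numbered 23 under median-of-ratios scaling, 30 under TMM scaling, 139 with CPM scaling, 142 with RPKM without further scaling, 458 at 1.5-fold, 16 at 3-fold (189 higher) and 146 with Δ*rpoH* itself under 2-fold. The share of higher genes with a ChIP-seq signal was 46.8%, 47.5%, 38.3% and 64.0% under median-of-ratios scaling, TMM scaling, 1.5-fold and 3-fold.

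With median-of-ratios scaling the moved list medians were 0.13 for ribosomal proteins, -0.10 for aminoacyl-tRNA synthetases, 0.84 for RNA polymerase, -0.66 for DNA replication, -0.52 for nucleotide synthesis, -0.44 for respiratory chain, 0.86 for vanillate genes, -0.19 for fatty acid synthesis, 0.14 for tRNA genes and 0.32 for non-coding RNA genes after 6 h of depletion. With σ32(V56A) they were 0.091 for aminoacyl-tRNA synthetases, 0.016 for translation factors, -0.42 for nucleotide synthesis, -0.41 for respiratory chain, 4.60 for vanillate genes and -0.20 for tRNA genes. In Δ*rpoH* they were -0.53 for ribosomal proteins, -0.26 for aminoacyl-tRNA synthetases, -0.36 for nucleotide synthesis, 0.24 for TonB-dependent receptors, -0.69 for respiratory chain, 0.69 for vanillate genes and -0.17 for tRNA genes. With *rpoH(D252G)* at 6 h they were -0.024 for ribosomal proteins, -0.15 for aminoacyl-tRNA synthetases, 0.53 for RNA polymerase, -0.55 for DNA replication, -0.42 for nucleotide synthesis, -0.46 for respiratory chain, 0.73 for vanillate genes, -0.18 for outer membrane assembly, -0.059 for tRNA genes and 0.19 for non-coding RNA genes. With TMM scaling the moved list medians were 0.11 for ribosomal proteins, -0.11 for aminoacyl-tRNA synthetases, 0.82 for RNA polymerase, -0.54 for nucleotide synthesis, -0.45 for respiratory chain, 0.84 for vanillate genes, -0.21 for fatty acid synthesis, 0.13 for tRNA genes and 0.30 for non-coding RNA genes after 6 h of depletion. With σ32(V56A) they were 0.0034 for ribosomal proteins, 0.093 for aminoacyl-tRNA synthetases, 0.017 for translation factors, -0.42 for nucleotide synthesis, -0.41 for respiratory chain, 4.60 for vanillate genes and -0.20 for tRNA genes. In Δ*rpoH* they were -0.44 for ribosomal proteins, 0.33 for TonB-dependent receptors, 0.78 for vanillate genes, 0.51 for transposases and 0.094 for non-coding RNA genes. With *rpoH(D252G)* at 6 h they were -0.024 for ribosomal proteins, -0.15 for aminoacyl-tRNA synthetases, 0.53 for RNA polymerase, -0.55 for DNA replication, -0.42 for nucleotide synthesis, -0.46 for respiratory chain, 0.73 for vanillate genes, -0.18 for outer membrane assembly, -0.059 for tRNA genes and 0.19 for non-coding RNA genes. With CPM scaling the moved list medians were -0.20 for ribosomal proteins, 0.50 for RNA polymerase, -0.80 for pili and holdfast, -0.14 for phosphate uptake and -0.016 for non-coding RNA genes after 6 h of depletion. With σ32(V56A) it was -0.56 for respiratory chain. In Δ*rpoH* they were -0.22 for ribosomal proteins, -0.083 for RNA polymerase, -0.13 for DNA replication, -0.049 for nucleotide synthesis, -0.16 for cell division and cell wall, -0.10 for cell cycle regulators, -0.22 for flagellum, -0.16 for chemotaxis, -0.11 for pili and holdfast, 0.55 for TonB-dependent receptors, 1.00 for vanillate genes, 0.73 for transposases, -0.23 for fatty acid synthesis, 0.14 for tRNA genes and 0.32 for non-coding RNA genes. With *rpoH(D252G)* at 6 h they were -0.10 for ribosomal proteins, 0.45 for RNA polymerase, -0.50 for nucleotide synthesis and -0.14 for tRNA genes. With RPKM without further scaling the moved list medians were -0.20 for ribosomal proteins, 0.50 for RNA polymerase, -0.79 for pili and holdfast, -0.13 for phosphate uptake and -0.014 for non-coding RNA genes after 6 h of depletion. With σ32(V56A) it was -0.57 for respiratory chain. In Δ*rpoH* they were -0.21 for ribosomal proteins, -0.078 for RNA polymerase, -0.12 for DNA replication, -0.044 for nucleotide synthesis, -0.15 for cell division and cell wall, -0.092 for cell cycle regulators, -0.21 for flagellum, -0.16 for chemotaxis, -0.11 for pili and holdfast, 0.56 for TonB-dependent receptors, 1.00 for vanillate genes, 0.73 for transposases, -0.23 for fatty acid synthesis, 0.14 for tRNA genes and 0.32 for non-coding RNA genes. With *rpoH(D252G)* at 6 h they were -0.10 for ribosomal proteins, 0.45 for RNA polymerase, -0.49 for nucleotide synthesis and -0.14 for tRNA genes. With the deposited normalized values as they stand the moved list medians were -0.29 for flagellum, 0.32 for TonB-dependent receptors, 0.72 for vanillate genes, 0.63 for transposases and 0.17 for non-coding RNA genes in Δ*rpoH*. The change of sign of the non-coding RNA genes, at 0.06 with the authors' normalization, was to -0.016 with CPM scaling and to -0.014 with RPKM without further scaling.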

Differences from the paper's values

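For *rpoH(D252G)* against wild type *rpoH* at 6 h of depletion, R2 across genes was 0.936, and the paper's value is about 0.90 in Fig. 6A, read by eye. Of the alternatives set before the data were examined, the squared Spearman correlation (0.898) falls within the paper's value. Median-of-ratios scaling, TMM scaling and CPM scaling (0.941 each), a pseudocount of 1 (0.945), means of at least 10 reads (0.945) and of at least 100 reads (0.948), and protein-coding genes without *dnaK*, *dnaJ*, *rpoH* and xylose genes (0.942) do not. RPKM without further scaling, the deposited normalized values as they stand, uniquely placed reads and leaving out *glnA3*, chosen after seeing the values, do not reach it either.

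For *groL* and *groS*, which the paper's heat map sheet lists among the higher σ32-regulated genes, the log2 fold after 6 h of depletion exceeded that in Δ*rpoH* by 0.85 and 0.72, short of 1. Both are called under median-of-ratios scaling, TMM scaling, CPM scaling and a 1.5-fold threshold, which drop 64, 60, 66 and 1 of the paper's own genes, where 3 are dropped here. RPKM without further scaling, chosen after seeing the values, also calls both and drops 66. The gene *def* (CCNA_00273), encoding peptide deformylase, is called here and is not on the paper's sheet, with log2 folds of 1.41 at 6 h of depletion, 1.05 with σ32(V56A) and 0.18 in Δ*rpoH*, under every setting except 3-fold. The sheet lists *gmd* CCNA_01062 as lower, where the log2 fold was -0.42 after 6 h, and no setting calls it. The gene of the same name called here is CCNA_00472, with -1.99 after 6 h and -0.40 in Δ*rpoH*. In all, 336 higher and 81 lower genes are shared with the paper's sheet of 338 and 82. As a count, the paper's 338 is reached with 6 h depletion alone, which still lacks 2 of the paper's higher genes. Its 181 genes with a ChIP-seq signal, 179 here, are reached as a count with median-of-ratios scaling, where 387 genes are higher, and with a 1.5-fold threshold, where 473 are.

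Of 2170 genes of the paper's S3 Table that could be compared, 2162 have log2 folds within 0.02 of those found here in every comparison. The other 8 are *vapC* (CCNA_00031 and CCNA_00675), *ribH* (CCNA_00932 and CCNA_01421), *msrA* (CCNA_01046 and CCNA_01091), *asd* (CCNA_00253) and *tuf* (CCNA_01298). For *msrA* CCNA_01046 the paper's value after 6 h of depletion is 1.94, where 3.62 was found here, and for CCNA_01091 it is 3.62, where 1.94 was found. For *ribH* CCNA_00932 in Δ*rpoH* the paper's value is -0.35, where -3.53 was found here.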

Other observations

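The tests on *dnaJ* RNA, on values of the S3 Table and on genes lower in every comparison were chosen after the results were seen. Of 7 genes of the general stress response, 3 were at least 2-fold lower after 6 h of depletion and 6 with σ32(V56A), with median log2 folds of -0.92 (percentile 1.47 among random lists) and -1.57 (percentile 0), and 2 were higher in Δ*rpoH*, with a median of 0.39 (percentile 97.7, and 0.61 under CPM scaling). The response regulator gene *phyR* had -1.72, -1.76 and 0.03 in these libraries, the anti-sigma factor gene *nepR* -1.42, -1.77 and 0.47, and the sigma factor genes *sigT* -1.20, -1.57 and 0.39 and *sigU* -0.92, -2.07 and 1.19. Of 13 SOS genes 2 were higher and 1 lower after depletion, with a median of -0.11 (percentile 69.1) that was above 0 under median-of-ratios and TMM scaling. Of 18 transposase genes 5 were higher, with a median of 0.57 (percentile 99.95), and 16 have less than 90% of their reads placed at a single position, so their values are uncertain.

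After 6 h of depletion, none of 45 ribosomal protein genes was at least 2-fold higher or lower, with a median of -0.02 (percentile 31.2) that was 0.13 under median-of-ratios scaling, and *rpsF* had -0.02. Of 15 aminoacyl-tRNA synthetases and of 10 translation factors 2 each were lower, with medians of -0.55 and -0.41 (percentiles 14.8 and 15.5) that were -0.10 and -0.077 under that scaling, and *tuf* (CCNA_01298), whose reads are shared with a near-identical copy, had -0.85. The 5 genes of RNA polymerase and the housekeeping sigma factor had a median of 0.18 (percentile 72.3, and 0.84 under median-of-ratios scaling), phosphate uptake 0.02 (percentile 79.0, and -0.14 with CPM scaling), outer membrane assembly -0.65 (percentile 7.28, and -0.20 under median-of-ratios scaling) and toxin-antitoxin systems -0.02 (percentile 76.4, and 0.30 under median-of-ratios scaling), where the 12 toxin-antitoxin genes had 0.62 in Δ*rpoH* (percentile 99.9). The median of 51 tRNA genes was -0.30 (percentile 17.0, and 0.14 under median-of-ratios scaling), and that of 118 non-coding RNA genes, with 20 higher and 10 lower, was 0.06 (percentile 99.7, and -0.016 with CPM scaling). The strand of the reads is not known, and 16 of the tRNA and 51 of the non-coding RNA genes have under 90% of their reads placed at a single position. The median of the 5 xylose genes was -4.79, and that of the vanillate genes with σ32(V56A) 4.35. Neighbouring riboflavin synthesis genes were lower both in Δ*rpoH* and with σ32(V56A), with -3.38 and -3.39 for *ribA* (CCNA_00931) and -3.53 and -3.37 for *ribH* (CCNA_00932), against 0.56 and 0.43 after 6 h of depletion.

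The RNA of *dnaJ* stayed near its undepleted level in depleted cells with *rpoH*, with 10.4 times the RPKM of *dnaK* at 6 h against 0.400 before depletion, and was low in Δ*rpoH*. Reads shared with another gene do not account for it, as 100% of *dnaJ* reads were uniquely placed, nor does the scaling between libraries, as *dnaJ* at 6 h of depletion exceeded Δ*rpoH* by at least 4.75 on the log2 scale under every scaling. At 6 h *dnaJ* had 983 RPKM with *rpoH* and 33.0 RPKM without it, so its level went with *rpoH* in these single libraries. Whether σ32 acts on *dnaJ* directly or through other genes cannot be told from RNA levels. The ratio of *dnaJ* with *rpoH(D252G)* to wild type *rpoH* was at most 0.862 over all scalings, but the spread between cultures was not measured. Upon σ32(V56A) overproduction *dnaJ* had a log2 fold of -0.47, in a strain with a transposon in the *dnaK* promoter. The structure of the *dnaKJ* locus in the depletion strain was not analysed here.

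Of the 8 genes in the S3 Table with values of another locus, 7 hold those of a locus with the same gene name. Reads shared between near-identical copies do not account for 7 of the 8, which have over 99% of their reads placed at a single position. For *tuf* (CCNA_01298), with 0.034% so placed, this remains open. A candidate explanation is that of values joined by a gene name that 2 loci share, which fits these 7 genes, and for *tuf* the name of the other locus is not held. No biological explanation was tested.

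In all 6 comparisons, 69 genes were at least 2-fold lower than in the undepleted library and 34 were higher, of which 15 and 8 also met the rule for σ32-regulated genes, *glnA* among the lower ones. The lower ones, named after their values were seen, include the nitrogen genes *glnA* (-2.44 after 6 h of depletion), *glnB* (-1.80) and *glnK* (-2.23), the methionine cycle genes *metE* (-2.85), *metK* (-1.68) and *ahcY* (-2.03), and the ferrichrome receptor gene CCNA_01856 (-2.23). No gene list covers nitrogen or methionine genes, so whether either group was lower as a whole was not tested. Counting error of the undepleted library does not account for the 69 lower genes. At most 4 genes changed at least 2-fold one way in all 6 comparisons in any simulation of unchanged libraries. Outside the xylose list, 64 of them remain. Whether xylose in the medium of the undepleted culture alone may account for these 64 cannot be told apart from other features of that single library, since no culture differs in xylose alone.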
